# Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation

**DOI:** 10.1038/s41417-022-00576-w

**Published:** 2022-12-19

**Authors:** Stefano Amatori, Giuseppe Persico, Francesco Cantatore, Martina Rusin, Mauro Formica, Luca Giorgi, Eleonora Macedi, Francesca Casciaro, Alfredo Errico Provenzano, Stefano Gambardella, Roberta Noberini, Tiziana Bonaldi, Vieri Fusi, Marco Giorgio, Mirco Fanelli

**Keywords:** Gene expression analysis, Leukaemia

## Abstract

Acute promyelocytic leukemia (APL) is an aggressive subtype of acute myeloid leukemia (AML) in which the PML/RARα fusion protein exerts oncogenic activities by recruiting repressive complexes to the promoter of specific target genes. Other epigenetic perturbations, as alterations of histone H3 lysine 9 trimethylation (H3K9me3), have been frequently found in AMLs and are associated with leukemogenesis and leukemia progression. Here, we characterized the epigenomic effects of maltonis, a novel maltol-derived molecule, in APL cells. We demonstrate that maltonis treatments induce a profound remodulation of the histone code, reducing global H3K9me3 signal and modulating other histone post-translational modifications. Transcriptomic and epigenomic analyses revealed that maltonis exposure induces changes of genes expression associated with a genomic redistribution of histone H3 lysine 4 trimethylation (H3K4me3) and lysine 27 acetylation (H3K27ac). Upregulation of interferon alpha and gamma response and downregulation of c-MYC target genes, in function of c-MYC reduced expression (monitored in all the hematopoietic neoplasms tested), represent the most significant modulated pathways. These data demonstrate the ability of maltonis to epigenetically reprogram the gene expression profile of APL cells, inducing an intriguing antiviral-like response, concomitantly with the downregulation of c-MYC-related pathways, thus making it an attractive candidate for antileukemic therapy.

## Introduction

Epigenetic modifications (e.g., DNA methylation and histone post translational modifications—histone PTMs) are crucial for the proper regulation of gene expression and the establishment of genomic stability, and their dysregulation is a common feature in human cancers and is thought to play an important role also in leukemia pathogenesis [1]. In fact, inappropriate gene silencing of precursor cells in the hematopoietic compartment may be part of the mechanisms of hematopoietic dysfunction, and of leukemogenesis as well [2, 3].

Acute myeloid leukemia (AML) represents the most common, and one of the most aggressive, form of hematopoietic disorders in adults and is characterized by a genetic heterogeneity that, in several cases, includes chromosomal translocations that lead to the expression of chimeric proteins with key biological properties. Acute promyelocytic leukemia (APL), one of the best studied forms of AML, is characterized in ~95% of cases by the chromosomal translocation t(15:17), responsible for the generation of the PML/RARα oncoprotein and the consequent block of blasts differentiation processes [4, 5]. In addition to the mechanisms by which PML/RARα exerts its biological activities, through the recruitment of repressive complexes to the target gene promoters, epigenetic perturbations have been described in AMLs and are considered to play an important role in leukemogenesis and leukemia progression [6]. Changes in the genomic distribution of both DNA methylation and histone PTMs are associated with AML and different therapeutic strategies have been developed to target the anomalous epigenetic status of the blasts [7, 8]. Among histone PTMs, the histone 3 lysine 9 trimethylation (H3K9me3), known to be involved in the formation of transcriptionally silent heterochromatin, is found to be highly regulated in normal human stem cells (HSC) differentiation and self-renewal alongside the establishment of pre-leukemic stem cells (LSC) [9, 10]. In general, it has been demonstrated that AMLs are characterized by perturbations of H3K9me3 distribution that may be also related to the development of drug-resistance [9, 11, 12]. In accordance with this observation, H3K9me3 modifying enzymes, such as SETDB1 and KDM3B, showed key roles in the survival of AML cells and in APL progression [6, 13].

Furthermore, in AML patients, alterations of H3K9 methylation were found associated with hundreds of promoter regions and related with inactivation of tumor suppressor genes, as well as with the outcome of the disease in >70% of cases [9, 14, 15].

Conversely, loss of H3K9me3 methyltransferases has a protective role in some models of leukemia, probably due to the de-silencing of tumor suppressor genes, and the inhibition the H3K9me3 methyltransferase SUV39H1 has been proposed as a potential therapeutic strategy [16, 17]. Given the contribution of H3K9 trimethylation in leukemogenesis, and considering its reversible nature, this histone PTM represents indeed an attractive therapeutic target in AML.

The biological activity of maltonis, a synthetic maltol-derived molecule belonging to the class of hydroxypyrones (Fig. 1A), has been described both in vitro [18] and in vivo [19]. Preliminary mechanistically observations revealed the ability of maltonis to interfere with the chromatin structure [20] inducing a DNA damage-like response characterized by γ-H2AX recruitment [19].

Here, the effects of maltonis on the histone code and the associated remodulation of the gene expression were investigated in the NB4 cell line, considered the most representative in vitro cellular model of human APL. We report the ability of maltonis to induce massive changes in the distribution of H3K9me3, histone 3 lysine 4 trimethylation (H3K4me3), and histone 3 lysine 27 acetylation (H3K27ac), concomitantly with a consistent reorganization of gene expression programs. The biological response to maltonis was finally characterized, observing a peculiar antiviral response concomitantly with a massive c-MYC pathway downregulation.

## Materials and methods

### Biochemical fractionation

Nuclei preparation and native chromatin isolation were carried out as already described [21]. Genomic DNA was purified from an aliquot of isolated native chromatin with the PCR Purification Kit (QIAGEN, Hilden, Germany) following manufacturer instructions, while histone proteins were extracted following the procedure previously described by Shechter and colleagues [22].

Native chromatin, free genomic DNA plus histone proteins, or free genomic DNA alone, were incubated for 4 h at 37 °C with maltonis or with formaldehyde (as positive control of cross-linking) at the final concentrations of 2 mM and 4 mM, or left untreated. Afterward, biochemical fractionation was conducted in the presence of 2.5% SDS and 175 mM KCl as already described [20] and both precipitated (cross-linked fraction) and not precipitated (not cross-linked) chromatin fractions were fluorimetrically quantified by Qubit (ThermoFisher, Carlsbad, CA). The amount of precipitated DNA obtained using only free DNA, in all experimental conditions (not exposed or exposed to maltonis or formaldehyde), was considered as background and subtracted to the amount of DNA precipitated using native chromatin or a mix of free DNA and histone proteins.

### Cell culture, treatments, and western blotting

NB4, HL60, K562, Jurkat, and U937 cell lines were maintained in RPMI 1640 medium supplemented with 10% of fetal bovine serum (FBS, Gibco, Paisley, UK), 1% of L-glutamine (Lonza, Verviers, Belgium) and 1% of penicillin/streptomycin (Euroclone, Pero, MI, Italy) in a humidified atmosphere at 37 °C and 5% of CO_2_. Cell lines were originally obtained from ATCC repository and routinely tested by PCR method and MycoAlert (Lonza, Verviers, Belgium #LT07-318) for mycoplasma contamination by the European Institute of Oncology (Milan, Italy).

Maltonis was synthesized as already described [20] and used for the treatments of cells (stock solution of 10 mM diluted in distilled water) at the reported concentrations for 24 h [19]. Western blot analyses were performed as previously reported [23] using the following antibodies: anti-H3K9me3 (#39766, Active Motif, Carlsbad, CA, USA, 1:1000 dilution), anti-α-tubulin (#T9026, Sigma-Aldrich, Merck KGaA, Darmstadt, Germany, 1:500 dilution), anti-Histone H3 (#05-499, Sigma-Aldrich, Merck KGaA, Darmstadt, Germany, 1:500 dilution), anti-c-MYC (Y69, Abcam, Cambridge, MA, USA, 1:1000 dilution), and images acquired using Vü-C Imaging system (PopBio, Cambridge, UK).

### Histone PTMs mass spectrometry analysis

Histones were enriched from 2 × 10^6^ NB4 cells as previously described [24], in triplicate for each experimental condition. Approximately 4 µg of histone octamer were mixed with an equal amount of heavy-isotope labeled histones, which were used as an internal standard (super-SILAC mix) [25], and separated on a 17% SDS-PAGE gel. Histone bands were excised, chemically acylated with propionic anhydride and in-gel digested with trypsin, followed by peptide N-terminal derivatization with phenyl isocyanate (PIC) [26]. Peptide mixtures were separated by reversed-phase chromatography on an EASY-Spray column (Thermo Fisher Scientific), 25-cm long (inner diameter 75 µm, PepMap C18, 2 µm particles), which was connected online to a Q Exactive Plus instrument (Thermo Fisher Scientific) through an EASY-Spray™ Ion Source (Thermo Fisher Scientific), as described [26]. The acquired RAW data were analyzed using EpiProfile 2.0 [27], selecting the SILAC option, or manually [26]. For each histone-modified peptide, the % relative abundance (%RA) for the sample (light channel—L) or the internal standard (heavy channel—H) was estimated by dividing the area under the curve of each modified peptide for the sum of the areas corresponding to all the observed forms of that peptide and multiplying by 100. Light/Heavy (L/H) ratios of %RA were then calculated and are reported in Supplementary Table S1. The mass spectrometry data have been deposited to the ProteomeXchange Consortium [28] via the PRIDE partner repository with the dataset identifier PXD031448.

### RNA sequencing

RNA was isolated starting from 2 × 10^6^ cells using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) and following manufacturer’s instructions, while RNA-seq libraries were prepared and sequenced in triplicate for each experimental condition, as already described [29].

Reads pre-processing and alignment was also performed as previously reported [29]. After removal of low expressed genes (25% lowest RPKM value), the remaining expressed genes (75% higher RPKM value, *n* = 17,989) were used to select the most 10% variable genes by which the relationships between samples have been investigated through a hierarchical clustering approach (Euclidian distance) using heatmap2 R package, or to perform principal component analysis (PCA). In addition, gene set enrichment analysis (GSEA) [30] using expressed genes (75% higher RPKM value, *n* = 17,989) was carried out by GSEA software, version 4.1.0, obtained from the Broad Institute (http://www.broadinstitute.org/gsea/downloads.jsp). HTseq counts were also used to measure the differential gene expression with the edgeR package, applying the TMM (Trimmed Mean of M-values) normalization. Genes were identified as differentially expressed (DEGs) when the following criteria were met: log2(fold change—FC) > 1.32, false discovery rate (FDR) < 0.01 and RPKM_Treat > 10 for upregulated DEGs, while log2(FC) < −1.32, FDR < 0.01, and RPKM_Crtl > 10 for downregulated DEGs. Where not specified, all plots are generated using ggplot2 R package.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

ChIP procedure was conducted in triplicate for each histone PTM investigated, maltonis-treated and untreated NB4 cells were cross-linked for 10 minutes at 37 °C by adding, directly to the cell culture medium, 1/10 of cross-linking solution (50 mM Hepes—pH 7.5, 11% formaldehyde, 1 mM Na_2_EDTA, and 0.1 M NaCl). The cross-linking reaction was stopped by adding glycine at a final concentration of 0.125 M. Cell lysis and chromatin extraction were performed as previously reported [31]. Chromatin immunoselection was conducted as already described [32, 33] using anti-H3K4me3 (#39159, Lot. 2219006; Active Motif, Carlsbad, CA, USA), anti-H3K9me3 (#39766, Lot. 53843; Active Motif, Carlsbad, CA, USA) and anti-H3K27ac (ab4729, Lot. GR3231887-1; Abcam, Cambridge, UK) antibodies. Immunoselected DNA, once purified and quantified, was preliminary used to test the immunoprecipitation specificity by Real-time qPCR and then processed for libraries preparation and, finally, sequenced in 51 bp single-read mode on a NovaSeq 6000 sequencer (Illumina Inc., San Diego, CA, USA).

Reads pre-processing and alignment was performed as previously reported [34]. Resulting uniquely mapped and properly paired reads of each histone PTM were quantitatively comparable between samples (Supplementary Fig. S1) and were used for all downstream analyses. For each replicate of each histone PTM investigated, a Trimmed Mean of M-values (TMM) normalized count was retrieved into consecutive, non-overlapping 10-kb bins (*n* = 309,579) using DiffBind R package and used to perform principal component analysis (PCA).

Enriched regions (peaks) of H3K4me3 were identify using MACS2 software while H3K9me3 and H3K27ac signals were analyzed with epic2 tools. All identified regions were then used to perform a differential binding analysis by Diffbind R package (v3.2.6) [35].

Stringency in the analysis was obtained by creating a consensus dataset for each condition, including peaks that were shared by at least two replicates of the considered group. Regions were considered differentially enriched (DERs) if the following criteria were met: log2(fold change—FC) ≥ 0.58 and false discovery rate (FDR) ≤ 0.01, for upregulated DERs, while log2(FC) ≤ −0.58 and FDR ≤ 0.01, for downregulated DERs. ChIPseeker R package (v1.28.3) was applied to annotate differentially enriched regions (DERs) while pathway analysis was conducted using the Ingenuity Pathway Analysis (IPA) software from QIAGEN (Hilden, Germany). Pathways with an absolute Z-score >2 were considered. BAM files were used also to generate a BPM (bins per million) normalized bigwig file (a file format for display of dense, continuous data in a genome browser track) using deepTools bamCoverage (v3.5.1) (chromosome X was ignored for normalization). In addition, multiBamSummary tool from DeepTools was used to retrieve the HM signal across TSS (±2.5 kb) of 23,068 genes for H3K4me3 and H3K27ac while the H3K9me3 signal was calculated using regions from 10 kb upstream the TSS up to the TSS of 23,068 genes. Signals were then normalized using edgeR (TMM normalization) and used for GSEA. Where not specified, all plots have been produced using ggplot2 R package.

## Results

### Cell-free chromatin complexes formation and H3K9me3 reorganization mediated by maltonis

In a previous study, maltonis was shown to interfere with the electrophoretic mobility of genomic DNA isolated from previously treated cells, while the electrophoretic migration was re-established after a pre-incubation of DNA with proteinase K [20]. We investigated the hypothesis that maltonis generates cross-linking between DNA and histone proteins using isolated native chromatin [21] exposed to maltonis at the final concentrations of 2 mM and 4 mM. The observed maltonis-dependent increase of DNA in chromatin complexes-containing fraction (Fig. 1B—left), due to the maltonis-induced crosslinks, seems to require an already structured and stable chromatin conformation since the phenomenon was not detectable when free DNA and purified histones were treated together at the same conditions (Fig. 1B—right). However, the extent of maltonis-induced molecular cross-linking was not comparable with that induced by formaldehyde, used as experimental positive control at a 4 mM concentration.

**Fig. 1:**
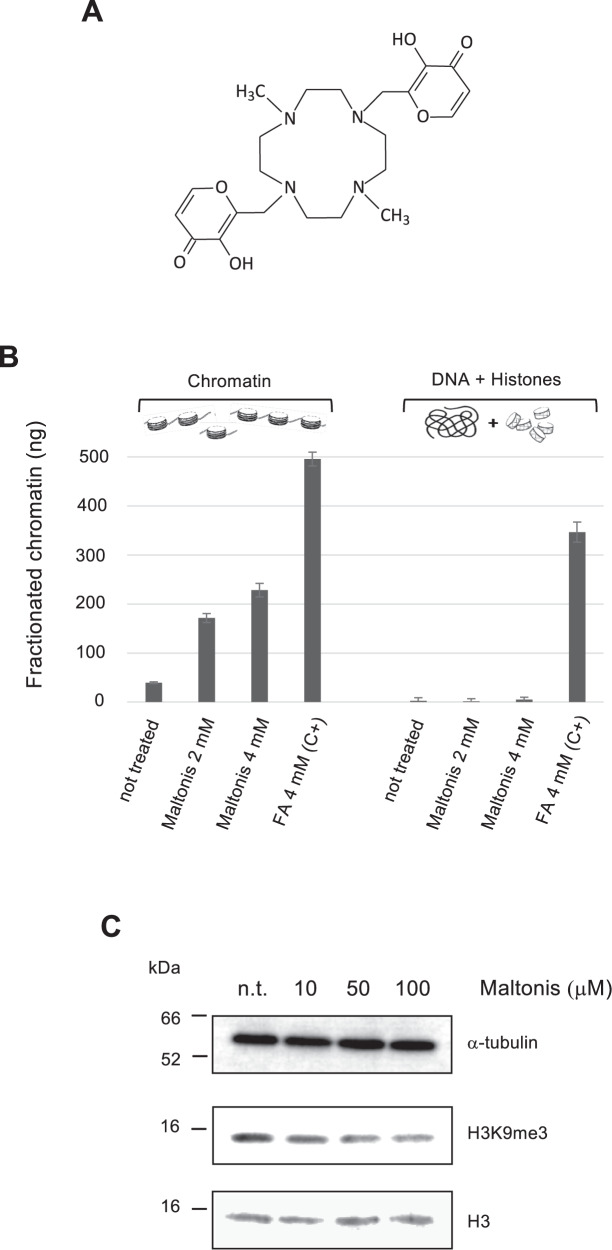
Maltonis-mediated cell-free chromatin complexes formation and H3K9me3 reorganization. **A** Maltonis structure. **B** DNA-histones cross-linking induced by maltonis. Native chromatin or free DNA plus histone proteins were incubated for 4 h at 37 °C with maltonis or with formaldehyde (FA) at the concentrations reported in figure. DNA-protein complexes were then isolated by biochemical fractionation and the DNA in chromatin-containing fractions was fluorimetrically quantified. C + (FA 4 mM): positive control. The experiment was conducted in triplicate and the statistical significance of each experimental condition, using chromatin or DNA and histones, was evaluated using student’s t-test (two-sided), *p* value < 0.01. **C** Evaluation of global H3K9me3 changes induced by maltonis in NB4 cells. NB4 cells were treated with the reported concentrations of maltonis and total cell lysates were analyzed by western blot.

The already reported γ-H2AX incorporation upon maltonis cellular treatment [19] is coherent with the cellular response aimed at removing the molecular adducts and suggests a possible heterochromatin remodulation and H3K9me3 redistribution as already reported in literature [36–38]. Thus, immunoblot analysis was conducted using total lysates of NB4 cells, treated with different concentrations of maltonis, showing a marked reduction of H3K9me3, a repressive histone mark considered crucial in the leukemogenic processes of AMLs (Fig. 1C).

### Modulation of the gene expression profile of NB4 cells upon exposure to maltonis

The high sensitivity of different hematopoietic cellular models to maltonis exposure has been monitored exploiting the NCI-60 assay of the Developmental Therapeutics Program (DTP-NCI/NIH). The NB4 turned out to be one of the most sensitive cell lines when tested using the same experimental condition of the NCI-60 cellular assay (48 h of single dose treatments—Supplementary Fig. S2). Furthermore, both cell survival and cell cycle perturbations of NB4 cells were monitored in a dose-response experiment after 24 h of treatment to define the optimal sublethal conditions for conducting global gene expression studies (Supplementary Fig. S3A, B), that was estimated equal to 10 µM of maltonis.

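NB4 is an established human acute promyelocytic leukemia cell line, and maltonis is a synthetic hydroxypyrone derived from maltol. Total RNA was depleted of ribosomal RNA and sequenced from stranded libraries after 24 h without treatment or with 10 µM maltonis, with 3 libraries per group. The deposited values are the whole-number HTSeq counts of reads on each gene symbol, before any normalization. Replicates 1, 2 and 3 held 19385279, 38205483 and 34479562 counts in not treated cells and 18492154, 32229832 and 27160576 counts in maltonis-treated cells. At these depths, 3 counts, taken as the floor of detection, correspond to between 0.0785 and 0.162 CPM (counts scaled by library size), a limit that covers counting error only. The 10 most abundant genes took between 5.30% and 6.09% of the counts of a library. Of the 23368 gene symbols listed, 18253 had at least 1 count in any library. Codes attached to the deposited libraries part replicate 1 (batch A, 1 library per group) from replicates 2 and 3 (batch B), so each batch holds both conditions. Counts were scaled with the trimmed mean of M-values, genes with too few counts were removed with the filterByExpr function, and the remaining 13209 genes were tested with edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment. RPKM values were computed with the summed length of all annotated exons of a gene, which was found for 21803 symbols and is longer than a single transcript, so that it lowers the RPKM of genes with many annotated transcripts.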

RNA-seq was conducted using three biological replicates for both not treated (n.t.) and 10 µM maltonis-treated NB4 cells. After removal of the lowest expressed genes (25%), the overall similarity between samples has been assessed through either a hierarchical clustering (Euclidian distance) and principal component analysis (PCA) using the most variable 10% genes. As reported in Fig. 2, both approaches allowed to cluster the triplicates into distinct groups in function of treatment, suggesting that maltonis had a high impact on gene expression. 

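The filter on low expression left 17526 symbols, and the 1753 with the largest variance of log2(CPM + 1) were converted to Z-scores. Euclidean distances between a not treated and a maltonis-treated library ranged from 75.4 to 76.3, while those between libraries of the same group ranged from 6.52 to 15.8. The smallest distance between groups was 4.77 times the largest within a group, and the first split of the tree separated the 3 not treated from the 3 maltonis-treated libraries. Genes were picked here for their variance over all 6 libraries, which favors genes that differ between the groups. With all 17526 expressed symbols in place of the most variable, the setting that moved it most, the ratio was 1.46 and the tree still split by treatment. From the separation of the triplicates by both approaches, the paper proposes that the treatment strongly affected gene expression.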

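On the same most variable symbols, the first principal component held 97.02% of the variance and the second 1.97%. Scores on the first component were −37.4, −38.1 and −37.5 for not treated replicates 1, 2 and 3 and 37.6, 37.6 and 37.7 for the maltonis-treated ones. On the second component, replicate 1, the only replicate of batch A, scored 9.11 in not treated and 5.43 in maltonis-treated cells. The batch B libraries scored −3.26 and −5.81 in not treated and −2.10 and −3.36 in maltonis-treated cells, so this axis placed batch A on one side and batch B on the other within both groups. The share on the first component was lowest, at 63.7%, when all expressed symbols were used.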

PCA shows that principal component 1 (PC1), which explains 94.23% of total variability of our dataset, is driven by the treatment, while PC2 (3.38%) variation seems to be related to intragroup variability.

**Fig. 2:**
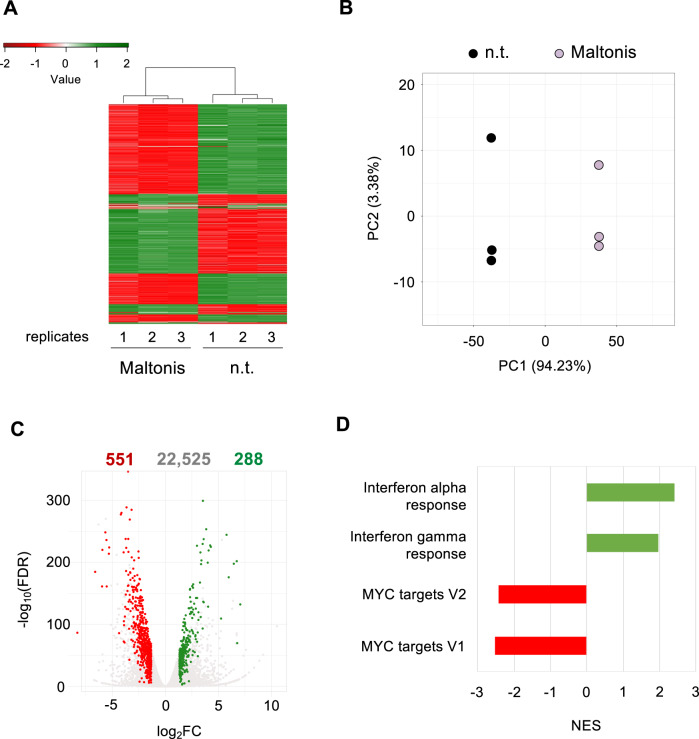
Genome-wide analysis of the gene expression modulations induced by maltonis in NB4 cells. NB4 cells were subjected to maltonis treatment at the concentration of 10 µM for 24 h or left untreated and analyzed by RNA-seq. Biological triplicates were produced for both maltonis-treated and untreated cells. **A** Hierarchical clustering heatmap of the most variable 10% genes between maltonis treated and not treated (n.t.) cells. As reported in the color key, positive Z-scores (green) are associated with higher expression values while negative Z-scores (red) indicate a lower expression value. n.t.: not treated cells. **B** Principal component analysis (PCA) of the most variable 10% expressed genes between not treated (n.t.) and maltonis-treated cells. **C** Volcano plot of differential expressed genes (DEGs) in consequence of maltonis treatments in NB4 cells. Genes from differential gene expression analysis were identified as differentially expressed (DEGs) when the following criteria were met: log_2_(FC) > 1.32, FDR < 0.01, and RPKM_Treat > 10 for upregulated DEGs, while for downregulated DEGs, log_2_(FC) < −1.32, FDR < 0.01, and RPKM_Crtl > 10. Upregulated genes are shown in green while downregulated genes are shown in red. The total number of transcripts analyzed and the one found to be regulated are reported at the top of the graph. **D** Gene set enrichment analysis (GSEA) showing the most upregulated (in green) and downregulated (in red) hallmark gene sets.

Differential enrichment analysis by edgeR package allowed us to identify genes affected by treatment. We found 551 downregulated and 288 upregulated genes as the most significantly affected by 24 h of 10 µM maltonis treatment, as reported in Fig. 2C (the complete list of regulated genes is reported in Supplementary Table S2).

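Of the 13209 genes tested, 4213 were higher and 4239 lower in maltonis-treated cells at a false discovery rate (FDR) under 0.01. A log2 fold change beyond 1.32 in size left 1316 higher and 1369 lower genes. With the further criterion of an RPKM above 10 in the group with the higher expression, 209 genes were upregulated and 404 downregulated, while 1897 genes were at or under that RPKM and 175 had no length. Over all genes tested, 10117 of 13209 had all 3 libraries of a group on one side of the other group, against the 10% that chance gives. The fold-change criterion had the largest effect, since FDR and RPKM alone gave 1626 upregulated and 2072 downregulated genes. With the replicate number as a block, 211 genes were upregulated and 403 downregulated, and libraries with the same number deviated from their group means with a mean correlation across genes of 0.183, against −0.087 for libraries with different numbers. Over all tested genes, the log2 differences within batch A and within batch B correlated with r = 0.950, across genes that are not independent replicates. Leaving out each library in turn lost 6 to 19 of the upregulated and 2 to 23 of the downregulated calls, and no call changed sign.

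The largest increases among the called genes were those of ELANE, TMEM198, HIST1H1T, CIB3 and HMOX1. ELANE rose from 0.129 ± 0.0592 to 17.4 ± 3.26 CPM (SD, n = 3), a log2 fold change of 7.07 (standard error 0.279), but its 3, 6 and 2 counts in not treated cells lie near the floor and leave the size of the change uncertain. HIST1H1T rose from 1.41 ± 0.159 to 78.7 ± 9.41 CPM (SD, n = 3), a log2 fold change of 5.78 (standard error 0.135), and belongs to the histone H1 family, whose similar sequences leave the assignment of some reads uncertain. The log2 fold changes of TMEM198, CIB3 and HMOX1 were 5.98, 5.26 and 4.30. MT1G and MT1X fell further, with log2 fold changes of −8.28 and −6.60. They were not called, since their RPKM without treatment was 6.75 and 9.26 with the lengths used here. Among the called genes, COQ3 had the largest decrease, from 15.4 ± 1.14 to 0.241 ± 0.0316 CPM (SD, n = 3). Its log2 fold change was −5.95 (standard error 0.162), with 4, 9 and 7 counts left in maltonis-treated cells. R3HCC1, CDKN2AIPNL, VASP and ETV4 followed with log2 fold changes of −5.52, −5.28, −4.18 and −4.12. Adjusted p-values of these 10 genes from edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment lay between 1.92e-08 and 1.73e-07. With the replicate block, their log2 fold changes were 7.03, 5.80, 5.95, 5.27 and 4.29 for ELANE, HIST1H1T, TMEM198, CIB3 and HMOX1 and −5.96, −5.51, −5.27, −4.18 and −4.12 for COQ3, R3HCC1, CDKN2AIPNL, VASP and ETV4. In batch A, the log2 differences were 6.51 for ELANE, 6.71 for TMEM198, 5.72 for HIST1H1T, 4.59 for CIB3, 4.56 for HMOX1, −5.68 for COQ3, −5.05 for R3HCC1, −5.18 for CDKN2AIPNL, −4.43 for VASP and −4.17 for ETV4. In batch B, they were 6.48, 5.56, 5.74, 5.01, 4.16, −5.61, −5.61, −5.17, −4.06 and −4.07 for the same genes in that order. These batch values are damped where counts are few, as for ELANE and COQ3, so they are not on the scale of the fold changes from all libraries. The batches differed most for TMEM198.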

To understand which pathways or gene networks are affected by maltonis, a gene set enrichment analysis (GSEA) was conducted. 

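Gene lists written by hand stood in for the gene sets of the enrichment analysis, and each was tested as a whole with limma’s camera function on log2 CPM, with Benjamini-Hochberg adjustment over 9 lists. A list of 50 interferon-stimulated genes, 46 of them tested, had a median log2 fold change of 2.31 (camera, adjusted p = 1.42e-12), with 41 genes higher and 3 lower at an FDR under 0.01 by edgeR’s quasi-likelihood test. OAS3 had the highest log2 fold change in it, 5.34 (standard error 0.125), while IFITM2 had the lowest, −1.51 (standard error 0.233). The other lower genes were IFITM1 and MX2, at −0.66 and −0.20, and IFITM3, at −0.58 (adjusted p = 0.182 from edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment), was not past the threshold. The IFITM genes are similar in sequence, and the values of each are uncertain where the counting split their reads. The median lay at percentile 100 of those of 10000 random lists of the same size matched on mean expression. A list of 34 genes that respond preferentially to interferon gamma, 23 of them tested, had a median of 0.90 (camera, adjusted p = 0.0656), with 14 genes higher, among them CD274 (3.90), and 4 lower, among them CXCL10 (−3.23). Its median was at percentile 99.95, but the list as a whole was not past the 0.05 threshold of the camera test. The list of 54 nucleolar MYC targets had a median of −0.65 (camera, adjusted p = 1.18e-08), with 44 genes lower and 1 higher. The list of MYC targets in growth and metabolism, with 110 of 111 genes tested, had a median of −0.57 (camera, adjusted p = 9.45e-08), with 71 genes lower and 5 higher. With the replicate number as a block, for which the mean correlation of same-numbered libraries was 0.183, the medians were 2.31, 0.90, −0.65 and −0.57 and the camera adjusted p-values 5.21e-11, 0.0882, 1.56e-08 and 4.25e-08. Within batch A the medians were 2.14, 0.89, −0.60 and −0.58, and within batch B 2.35, 0.90, −0.68 and −0.56. Leaving out the genes listed in Supplementary Table S2 moved the interferon-stimulated and interferon gamma medians most, to 1.67 and 0.67. These genes were called as changed from the same libraries, so smaller medians were to be expected without them. With the correlation between genes estimated from each list, the camera adjusted p-values in the same order were 0.0964, 0.271, 0.0964 and 0.271, none past 0.05. The rotation test of limma’s fry function put the interferon gamma list past it. That test asks whether a list changed at all, not whether it changed more than other genes, and every list passed it. Groupings that mix treated and not treated libraries also gave small camera p-values for the interferon-stimulated and nucleolar lists. Over all alternatives, the adjusted p-value ranged from 7.62e-36 to 0.0964 for the interferon-stimulated, from 0.000128 to 0.271 for the interferon gamma, from 2.45e-11 to 0.0964 for the nucleolar and from 2.52e-10 to 0.271 for the growth list.

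**Figure D1:**
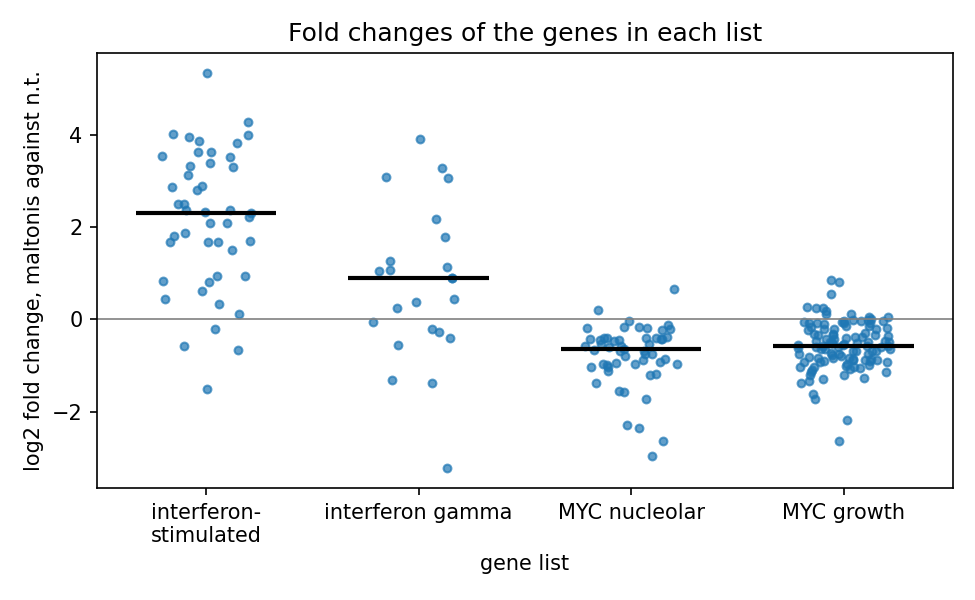
Log2 fold change (maltonis against not treated, vertical axis) of the tested genes of the 4 lists (horizontal axis). Each dot is a gene and each line the median of its list, which lies at 2.31, 0.90, −0.65 and −0.57 for the interferon-stimulated, interferon gamma, MYC nucleolar and MYC growth lists.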

As reported in Fig. 2D, GSEA analysis identified as activated gene sets related to IFN-α and IFN-γ response (normalization enrichment score—NES—+2.40 and +1.95, respectively), while gene sets containing c-MYC target genes (hallmark MYC target V1 and hallmark MYC target V2, with NES value of −2.53, −2.41, respectively) were found to be repressed. Similar results were obtained using Ingenuity Pathway Analysis (IPA - data not shown).

### Epigenomic profiling of histone PTM changes induced by maltonis

The global decrease of the H3K9me3 repressive mark observed in maltonis-treated NB4 cells provided the rationale to evaluate the existence of global perturbations of the histone code.

We profiled histone PTMs by mass spectrometry (MS) in NB4 cells exposed for 24 h to 10 µM of maltonis (and untreated NB4 cells as control), detecting marked changes in several histone PTMs, in addition to the H3K9me3 decrease (Fig. 3A). These include an increase of H3K4me3, H3K27me1, and H3K27ac and a decrease of H3K14ac, H3K36me2, H3K79 methylation and of acetylations on the histone H4 N-terminal tail. In view of their well-characterized function, together with the observed relevant modulation induced by the treatment (Fig. 3B), we further investigated the genomic distribution of the transcriptionally permissive H3K4me3 and H3K27ac marks, together with the repressive one, H3K9me3. To this aim, ChIP-seq experiments were carried out using chromatin isolated from the same samples used for RNA-seq and mass spectrometry analyses (untreated and 10 µM maltonis-treated NB4 cells) and H3K9me3, H3K4me3, and H3K27ac as bait for immunoprecipitation. PC1 and PC2 plotted in Fig. 4A show that the samples cluster in function of the epigenetic mark investigated. In addition, PCA relative to each histone PTM clearly identifies clusters correlated to maltonis treatment (Supplementary Fig. S4A, B), confirming the ability of maltonis to affect the landscape of all histone PTMs investigated.

**Fig. 3:**
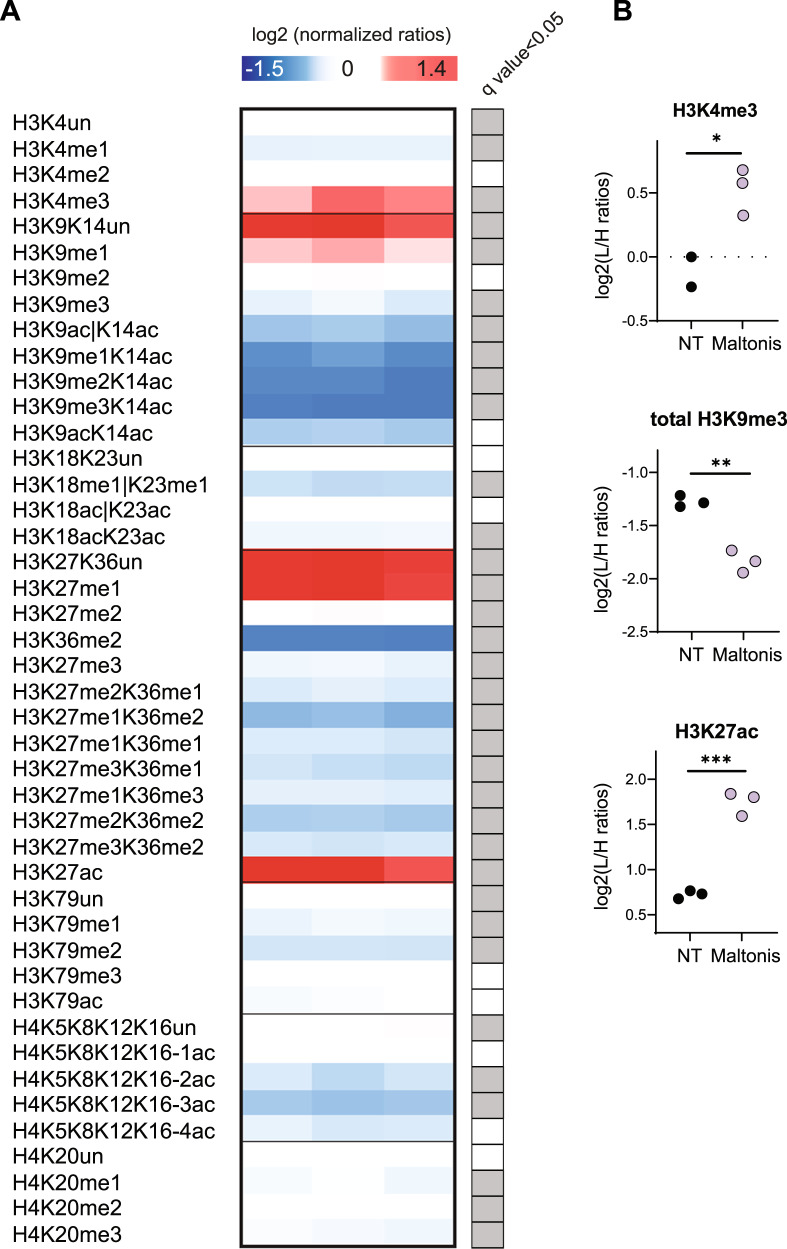
Histone PTMs profiling by mass spectrometry of maltonis-treated NB4 cells. **A** Heatmap display of histone PTMs levels in NB4 cells treated with 10 µM maltonis for 24 h. L/H (light/heavy) relative abundance ratios for differentially modified histone H3 and H4 peptides were obtained using a spike-in strategy (light channel: sample, heavy channel: spike-in standard), and were normalized on the average of the detected signal in the untreated control samples. Significant changes by multiple t-test (*q* value < 0.05) are indicated on the right. L/H ratios for untreated and treated samples are reported in Supplementary Table S1. **B** Interleaved scatter plot display of L/H ratios for untreated and maltonis-treated samples for selected PTMs. Total H3K9me3 indicates the sum of all the peptides containing K9me3 (H3K9me3K14unmod and H3K9me3K14ac). H3K4me3 could be quantified on two out of three replicates in the untreated samples.

**Fig. 4:**
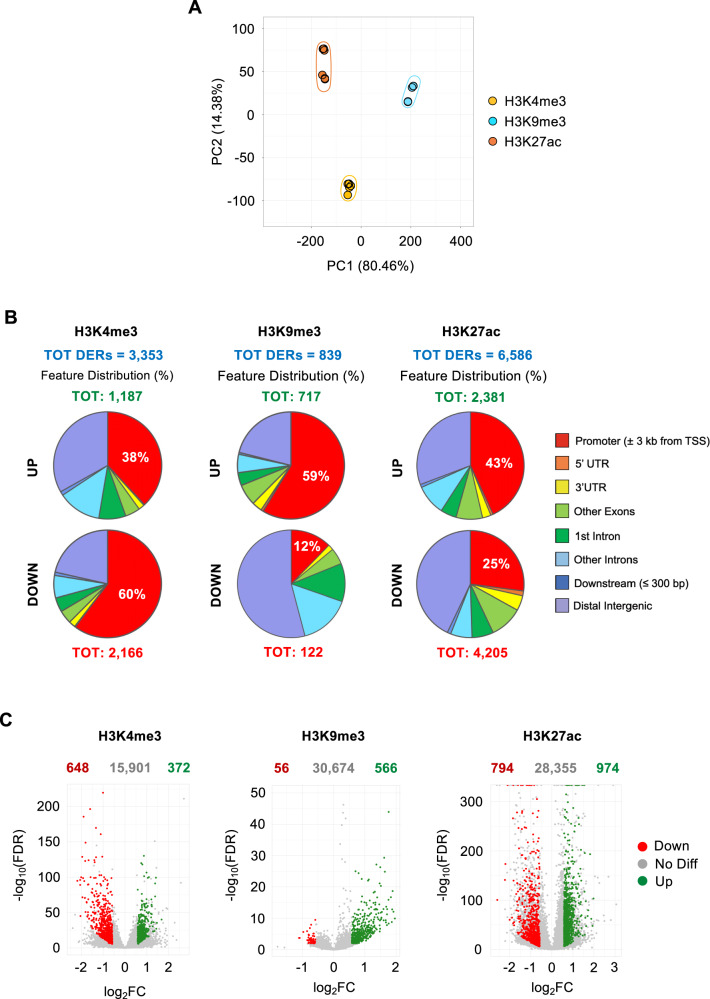
Epigenomic profiling of histone PTMs changes induced by maltonis in NB4 cells. H3K4me3, H3K9me3, and H3K27ac were investigated genome-wide by ChIP-seq in NB4 cells treated with 10 µM maltonis for 24 h or left untreated. Biological triplicates of each treated and untreated sample have been produced and analyzed. **A** PCA showing the clustering of the three fo histone PTMs investigated. **B** Pie charts showing the genomic annotation of DERs found to be enriched (UP) or depleted (DOWN) by maltonis treatment in each histone PTM investigated. The total number of differential enriched regions (DERs) is reported in blue, while upregulated and downregulated regions are indicated in green and red, respectively. **C** Volcano plot showing selected gene-associated DERs. Regions were considered differentially enriched if log2(FC) ≤ −0.58 or log2(FC) ≥ 0.58 and with an FDR ≤ 0.01. Upregulated DERs are shown in green while downregulated DERs are shown in red. The total number of DERs analyzed and the one found regulated are reported at the top of each graph.

A differential enrichment analysis was performed for each histone PTM, identifying depleted and enriched regions. In particular, DiffBind analysis identified 3353 differentially enriched regions (DERs) for H3K4me3, 839 DERs for H3K9me3, and 6586 DERs for H3K27ac. DERs annotation was then performed using ChIPseeker (Supplementary Fig. S5) and results, showing enriched and depleted DERs, are reported in Fig. 4B. Regarding H3K4me3, we found that 38% (*n* = 452) and 60% (*n* = 1306) of DERs of enriched and depleted DERs, respectively, are found in promoter regions (−3 kb to +3 kb from the TSS). Interestingly, H3K27ac showed an opposite behavior, with 43% (*n* = 1026) annotated as promoters in upregulated DERs and only 25% (*n* = 1085) in depleted DERs. Moreover, the repressive mark H3K9me3 showed the greatest difference between depleted and enriched promoters, with an increase observed in 421 promoters (59% of enriched DERs), and a depletion in only 15 promoters (12% of depleted DERs). Genes showing the higher and most significant enrichment or depletion are reported in the volcano plots in Fig. 4C. The lists of genes showing histone PTM regulation are reported in Supplementary Table S3, Table S4, and Table S5 for H3K4me3, H3K9me3, and H3K27ac, respectively.

Then, we compared gene expression data from RNA-seq with the observed epigenomic modulations, finding a strong association between changes of H3K4me3 and H3K27ac signal at gene promoters and related transcripts levels: most of the promoters found to be enriched by these histone PTMs belong to genes showing an increased transcription rate (green dots), while genes whose promoter is characterized by depletion of these histone PTMs due to maltonis exposure showed a decreased expression (red dots—Fig. 5A). 

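The lists of Supplementary Tables S3 and S5 are the paper’s and were taken as promoter calls, although their titles do not restrict them to promoters. The RNA changes were recomputed from the counts over the 5543 genes that could pass the RPKM criterion. Of 177 such genes with an H3K4me3-enriched promoter, 62 were upregulated (odds ratio 19.1, two-sided Fisher’s exact test, p = 5.40e-46), and of 218 with a depleted promoter, 158 were downregulated (odds ratio 54.4, Fisher’s exact test, p = 1.09e-141). For H3K27ac, 69 of 386 genes with an enriched promoter were upregulated (odds ratio 7.80, Fisher’s exact test, p = 1.79e-30) and 62 of 86 with a depleted promoter were downregulated (odds ratio 38.6, Fisher’s exact test, p = 8.31e-53). At an FDR under 0.01 without a fold-change criterion, 146 of the 177 H3K4me3-enriched and 273 of the 386 H3K27ac-enriched genes were higher, and 199 of the 218 H3K4me3-depleted and 78 of the 86 H3K27ac-depleted genes were lower. The median log2 fold change was 0.97 and −1.94 for genes with H3K4me3 enrichment and depletion, 0.65 and −1.96 for H3K27ac, and −0.10 for the 4589 genes with no listed change of the 3 marks. With the replicate number as a block, the odds ratios in the same order were 18.9, 53.1, 7.69 and 38.8; the pairing check gave a mean correlation of 0.183. Without any expression criterion, the setting that moved the H3K4me3-enriched overlap most, its odds ratio was 6.41. Genes are not independent replicates, so these tests describe the overlap of the lists. From the promoters that gain either mark with higher transcripts, and those that lose either mark with lower ones, the paper concludes that the changes of the 2 marks are strongly associated with transcript levels.

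**Figure D2:**
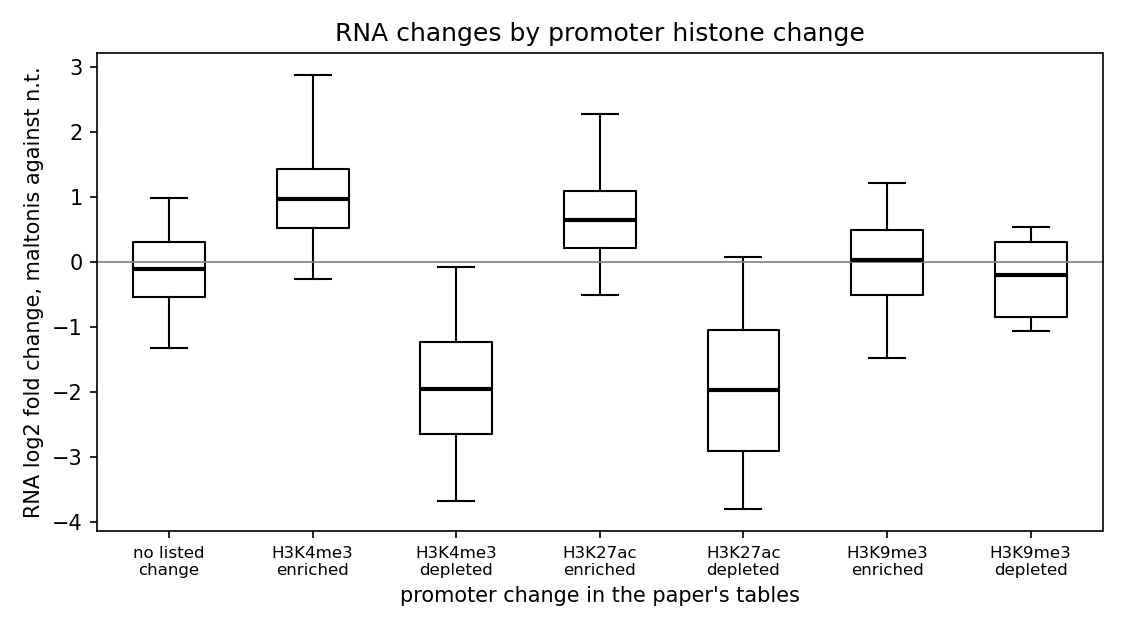
RNA log2 fold change (maltonis against not treated, vertical axis) of genes that the paper lists as enriched or depleted for each mark (horizontal axis), and of genes with no listed change. The H3K9me3 lists are not limited to promoters. Boxes span the interquartile range with a line at the median, and whiskers reach from percentile 5 to percentile 95; the medians of depleted H3K4me3 and H3K27ac promoters lie at −1.94 and −1.96.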

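Supplementary Table S4 lists 554 genes with H3K9me3 enrichment and 56 with depletion, more than the promoters that the paper counts for each. Not all of the listed regions can therefore be promoters. Among the 246 genes listed as enriched that could pass the RPKM criterion, 16 were downregulated (odds ratio 0.880, two-sided Fisher’s exact test, p = 0.708). Of the same genes, 8 were upregulated (odds ratio 0.852, Fisher’s exact test, p = 0.863). Their median log2 fold change was 0.04, with 88 genes higher and 78 lower at an FDR under 0.01. That of the 27 genes listed as depleted was −0.20. With the replicate number as a block, where same-numbered libraries had a mean correlation of 0.183, the odds ratios were 0.883 and 0.843. When the fold-change criterion was left out, the odds ratio of H3K9me3-enriched and upregulated genes was 1.36 (Fisher’s exact test, p = 0.0263, over all alternatives from 0.0263 to 1.00).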

Unexpectedly, no correlation was found between the distribution of the H3K9me3 repressive histone modification and DEGs (Fig. 5A—central volcano plot).

**Fig. 5:**
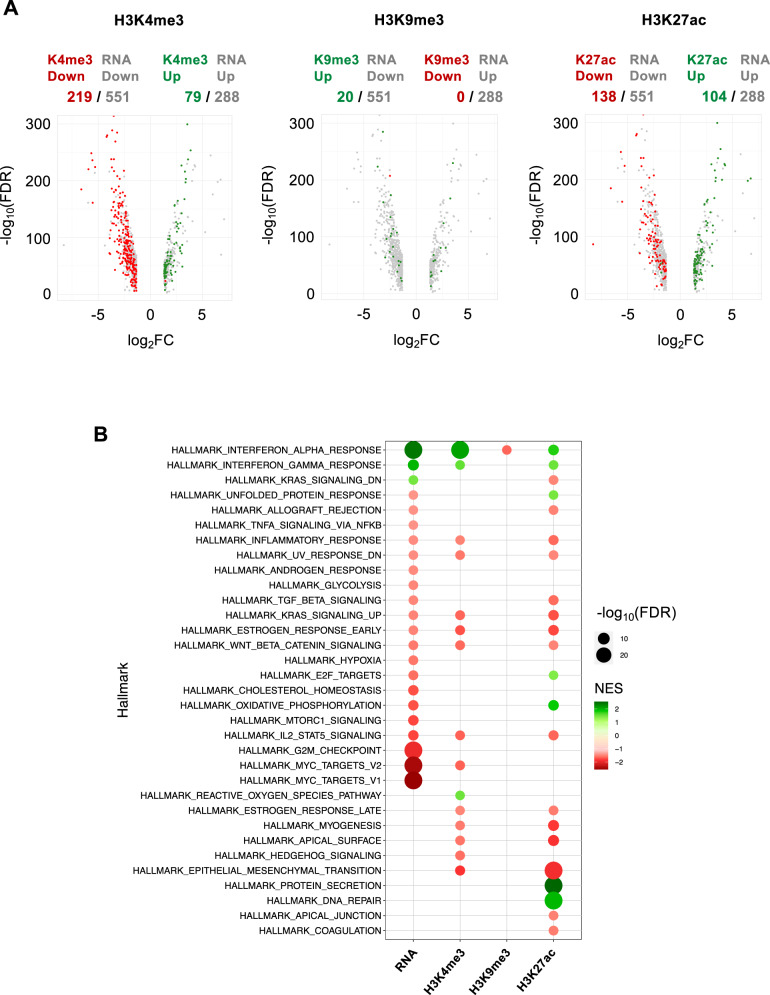
Genome-wide comparison between gene expression and epigenomic modulations in NB4 cells treated with maltonis. **A** Volcano plots showing the distribution of epigenetically modulated genes as compared with their differential expression status (DEGs) for each histone PTM investigated. DEGs that are not epigenetically modified are indicated in gray, while DEGs showing increased or decreased histone PTMs modulation are shown in green and red, respectively. The number of epigenetically upregulated and downregulated genes as compared with upregulated and downregulated DEGs is reported at the top of each graph. **B** GSEA of DEGs and genes with histone PTMs modulations. Hallmarks showing increased normalized enrichment score (NES) are indicated in green while the one with a negative NES are shown in red. Dimension of dots reflect FDR values as indicated in figure.

The biological significance of the observed histone PTMs modulations was also investigated by GSEA, showing a concordance between H3K4me3, H3K27ac and gene expression changes (Fig. 5B). In particular, H3K4me3 confirmed the most significant pathways already identified using the differentially expressed genes (DEGs), namely the upregulation of alpha and gamma interferon response and the downregulation of c-MYC pathway (Fig. 5B). Other downregulated signaling pathways, such as IL2-STAT5, WNT beta catenin, early estrogen response, genes upregulated by KRAS (KRAS-UP) and those involved in inflammatory response, were also identified as concordant with gene expression GSEA analysis. Regarding H3K27ac, alpha and gamma interferon responses were also identified as upregulated pathways, together with others such as DNA repair, unfolded protein response and protein secretion, and E2F targets; even in this case, pathways such as IL2-STAT5, WNT beta catenin, early estrogen response, KRAS-UP, TGF-beta signaling, and epithelial–mesenchymal transition were found downregulated and in accordance with H3K4me3 and/or gene expression data. Although only the interferon alpha response gene set was identified as affected by H3K9me3 changes by GSEA, the behavior of this transcriptionally repressive mark is in line with the changes observed in gene expression and in the other histone PTMs.

### c-MYC is a master regulator of maltonis-induced biological response of NB4 cells

Concomitantly with the theoretically expected antiviral-like response, triggered by the maltonis-induced DNA-histone cross-linking, we found that c-MYC can be considered the master regulator of most of the downregulated pathways identified by GSEA (Fig. 6A).

**Fig. 6:**
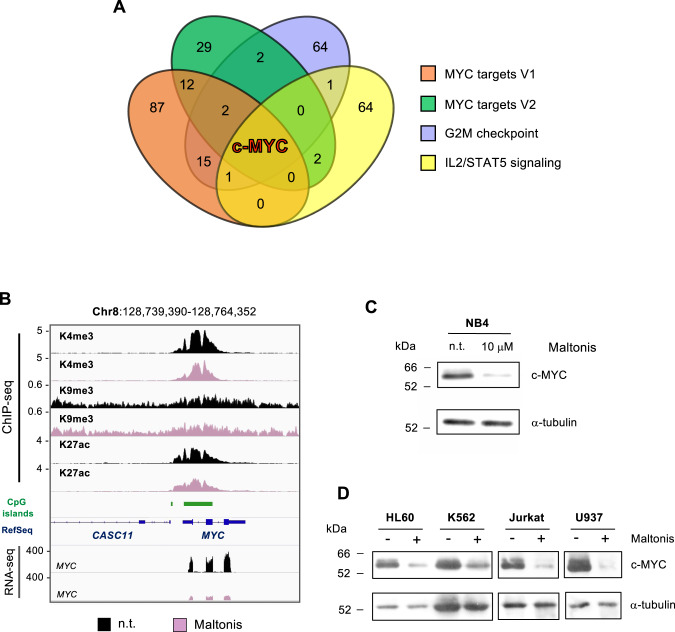
C-MYC as a master regulator of maltonis-induced biological response in NB4 cells. **A** Venn diagram of genes that contribute to the NES of the main downregulated hallmarks gene sets identified by GSEA. **B** Snapshots showing ChIP-seq and RNA-seq signals at *MYC* gene locus. Signals from untreated NB4 cells are indicated in black, while those from maltonis-treated cells are in lilac. RefSeq genes and CpG islands are shown in blue and green, respectively. **C** Evaluation of changes induced by maltonis to c-MYC protein abundance in NB4 cells. Cells were treated with the reported concentrations of maltonis and total cell lysates were analyzed by western blot. **D** Evaluation of changes induced by maltonis to c-MYC protein abundance in different hematopoietic tumor cell lines.

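MYC fell from 661 ± 57.8 CPM (SD, n = 3) in not treated NB4 cells to 185 ± 6.64 CPM (SD, n = 3) after maltonis, a log2 fold change of −1.84 (standard error 0.0763, adjusted p = 1.66e-07 from edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries stood at 595, 705 and 682 CPM without treatment and at 192, 179 and 184 CPM with it. A two-sided exact permutation test of the 6 MYC values gave p = 0.1, the smallest that 3 libraries against 3 allow. The log2 difference was −1.63 in batch A and −1.94 in batch B. With the replicate number as a block, the log2 fold change of MYC was −1.84 (adjusted p = 8.68e-09 from the same test), beside a mean correlation of 0.183 between same-numbered libraries. Over all alternatives, the log2 fold change stayed between −1.94 and −1.72 and the adjusted p-value between 8.72e-95 and 8.55e-06, and total counts as the only scaling moved it most, to −1.72.

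**Figure D3:**
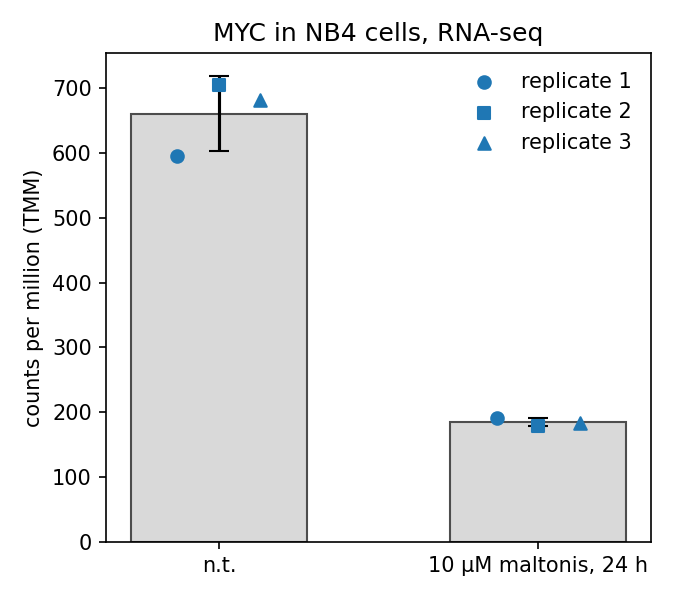
MYC expression in CPM (vertical axis, from 0) in not treated and maltonis-treated NB4 cells (horizontal axis). Bars are means of 3 libraries, error bars the SD and points the single libraries; the maltonis-treated libraries lie between 179 and 192 CPM, under every not treated library.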

The maltonis-mediated downregulation of *MYC* expression, observed by RNA-seq (−3.6 folds) is associated with a slight (−1.44 folds) but significant (FDR = 2.98E−35) decrease of H3K4me3 at the *MYC* promoter. Interestingly, neither H3K9me3 nor H3K27ac levels seem to be involved in the regulation of *MYC* expression (Fig. 6B).

The decreased *MYC* expression measured at mRNA level was then confirmed at the protein level in NB4 cells (Fig. 6C). Notably, similar results were obtained in other hematopoietic tumor cell lines, such as HL60, K562, Jurkat, and U937 (Fig. 6D). Comparable decrease of *MYC* expression was observed also upon treatments with cytotoxic doses of maltonis in NB4 cells (50 µM and 100 µM, Supplementary Fig. S6A).

## Discussion

In this study we show that maltonis triggers a massive epigenetic reprogramming of APL cells. The epigenomic reorganization has been extensively characterized following both the transcription permissive H3K4me3 and H3K27ac and the transcription repressive H3K9me3 marks, in function of their important changes measured by quantitative mass spectrometry. H3K9me3 is known to be reorganized as part of the cellular stress response and during γ-H2AX incorporation, and it has been studied here because of the ability of maltonis to target DNA-protein structure and to recruit γ-H2AX. Bulk levels of H3K9me3 decreased upon cell exposure to maltonis. This observation is apparently in contrast with the higher number of genes found downregulated by RNA-seq (*n* = 551), respect to those found upregulated (*n* = 288). In addition, H3K9me3 decrement does not seem to be functionally linked with gene expression, since the distribution of H3K9me3 DERs did not correlate with the modulation of gene transcripts. In fact, among the 566 DERs in which H3K9me3 is increased by maltonis, only few (*n* = 20) involve repressed genes. The apparent paradox of the massive global reduction of H3K9me3 upon maltonis treatment, concomitant with a higher number of genomic regions characterized by an increase of this mark (*n* = 566), with respect to those with a decreased H3K9me3 (*n* = 56), can be explained by the reduction of immunoprecipitated heterochromatin regions. In fact, the DNA obtained by immunoselection of H3K9me3 revealed, once analyzed by Real-Time qPCR, a maltonis-dependent decrement of the amount of alphoid (centromeric) and satellite-2 (pericentromeric) DNA, heterochromatin regions normally characterized by high H3K9me3 levels (Supplementary Fig. S6B, C) [39]. Other authors [6, 40] have associated the genomic redistribution of H3K9me3, and a massive decreased level at heterochromatin repressive regions, with a rapid de-silencing of transposable elements (TEs) that can induce an immune response or, potentially, a genomic instability impacting on cancer cell survival. In accordance with these observations, we found that 91.79% (*n* = 358) of TE families affected by maltonis treatment are upregulated, while only 8.2% (*n* = 32) are downregulated (Supplementary Fig. S7A, B and Table S6). In addition, we found that LTR families, which are the majority (69.55%) of the TE families found upregulated, show a decrease of H3K9me3 signal (Supplementary Fig. S7C). The maltonis-dependent upregulation of IFN-α and -γ antiviral response and the concomitant decreased cell survival and cell cycle modulation (Supplementary Fig. S3A, B) further confirm this view and is in line with recent observation that inhibition of both EZH2 and G9a histone methyltransferase activities suppresses cell proliferation in multiple myeloma, through the induction of an interferon response [41, 42].

As expected, maltonis-mediated changes of H3K4me3 and H3K27ac signals are strongly associated with the global elaboration of gene expression. 

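Of the 209 upregulated genes, 29.7% are listed by the paper with an H3K4me3-enriched promoter and 33.0% with an H3K27ac-enriched promoter. Either mark was enriched at 95 of them (45.5%) and both at 36. Of the 404 downregulated genes, 39.1% have a promoter depleted of H3K4me3 and 15.3% one depleted of H3K27ac, with either mark at 172 (42.6%) and both at 48.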

In fact, most of the genes found upregulated are characterized by higher levels of H3K4me3 and H3K27ac at their promoter (green dots of Fig. 5A); on the contrary downregulated genes are often characterized by decreased levels of both histone marks (red dots of Fig. 5A).

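A list of 50 mitotic and G2/M genes, written by hand, had a median log2 fold change of 0.01, with 13 genes higher and 14 lower at an FDR under 0.01 by edgeR’s quasi-likelihood test (camera, adjusted p = 0.864). BIRC5 and PLK1 were lower, with log2 fold changes of −2.05 (standard error 0.0734) and −1.55 (standard error 0.174), and UBE2C was higher, at 1.41 (standard error 0.0952). The median of the list lay at percentile 87.2 of random lists matched on expression, and was −0.03 in batch A and 0.02 in batch B. With the replicate number as a block, the median was 0.02 (camera, adjusted p = 0.869), beside the mean correlation of 0.183 of same-numbered libraries. Scaling by total counts moved the median most, to 0.13, with 15 genes higher and 10 lower. Only fry put the list past the 0.05 threshold, with an adjusted p-value of 0.00638 in the downward direction, within a range of 0.00638 to 0.952 over all alternatives. Since every list passed fry, which does not set a list against other genes, this says little about G2/M genes in particular.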

Gene expression analysis identified 551 downregulated genes and 288 upregulated genes and subsequent GSEA analysis identified, in addition to the immune-like response, different downregulated cellular pathways (G2M checkpoint—coherent with G2/M arrest observed—, KRAS-UP signaling, epithelial–mesenchymal transition and others) among which c-MYC targets V1 and c-MYC targets V2 represent the most significant (for the complete list of pathways see Fig. 5B).

Importantly, c-MYC represents the common denominator of the downregulated gene set, as reported in Fig. 6A, and the epigenetic regulation of its expression was further investigated.

Noteworthy, c-MYC is one of the most frequently deregulated driver genes in human cancer and for decades it has been investigated as a possible target of novel therapeutic approaches. c-MYC is required to maintain the balance between self-renewal and differentiation of hematopoietic stem cells (HSCs); not surprisingly, c-MYC is commonly overexpressed in both solid and hematopoietic malignancies (both lymphoid and myeloid neoplasms). In particular, c-MYC was found to be overexpressed in AML, both in the presence and in the absence of a chromosomal translocation, as well as in pediatric subtypes and those forms related to cytotoxic therapy [43–46], and its role in AML development has been proved in vivo [47, 48].

The analysis of the epigenetic status of c-MYC regulatory region revealed a slight but significant decrease of H3K4me3 signal at c-MYC locus while neither H3K27ac nor H3K9me3 levels changed upon treatment (Fig. 6B). Nevertheless, at this stage, the involvement of H3K4me3 in the reduced expression of c-MYC upon maltonis can be only hypothesized. The modulation of c-MYC expression, monitored at the mRNA level, was further investigated by western blot confirming a robust protein downregulation not only in NB4 cells, but also in other hematopoietic neoplasm cellular models (HL-60, K562, Jurkat, and U937—Fig. 6D). Noteworthy is the observation that the most sensitive cell lines (hematopoietic and colon cancers) are those characterized by higher c-MYC expression levels (Supplementary Fig. S8).

Taken together, the data reported here demonstrate the ability of maltonis to epigenetically reprogram NB4 cells (AML-M3) inducing an elaboration of the gene expression able to arrest the cell cycle and suggesting an intriguing antiviral-like response and the downregulation of c-MYC-related pathways. It is possible that the global reduction of the H3K9me3 signal, considered part of the leukemogenic mechanisms in AML, induces a deconstructing effect towards the centromeric (alphoid DNA) and pericentromeric (satellite 2) heterochromatin that could be responsible for an antiviral-like response and increased genomic instability. Regarding this last point, and in function of the already known crosstalk between H3K9me3 and DNA methylation in heterochromatin formation [49, 50], together with the observation of a robust DNMT3b downregulation induced by maltonis, it is not surprising now the observation of an in vitro synergic biological effect between maltonis and DNA demethylating agents, such as 5-aza-cytidine (AZA) and 5-aza-2’-deoxycytidine (DAC), against hematopoietic cancer models [51] that supports the therapeutic potential of maltonis not only against AML neoplasms, but also other types of hematopoietic disorders.

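DNMT3B, which encodes a DNA methyltransferase, fell from 192 ± 7.38 CPM (SD, n = 3) without treatment to 43.3 ± 1.85 CPM (SD, n = 3) with maltonis. Its log2 fold change was −2.15 (standard error 0.0629, adjusted p = 3.53e-08 from edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment). Batch A and batch B gave log2 differences of −2.10 and −2.17. With the replicate number as a block, the log2 fold change of DNMT3B was −2.15 (adjusted p = 8.26e-10 from the same test), beside a mean correlation of 0.183 between same-numbered libraries. Across all alternatives, it lay between −2.21 and −2.03, with adjusted p-values between 4.95e-181 and 2.11e-06.

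**Figure D4:**
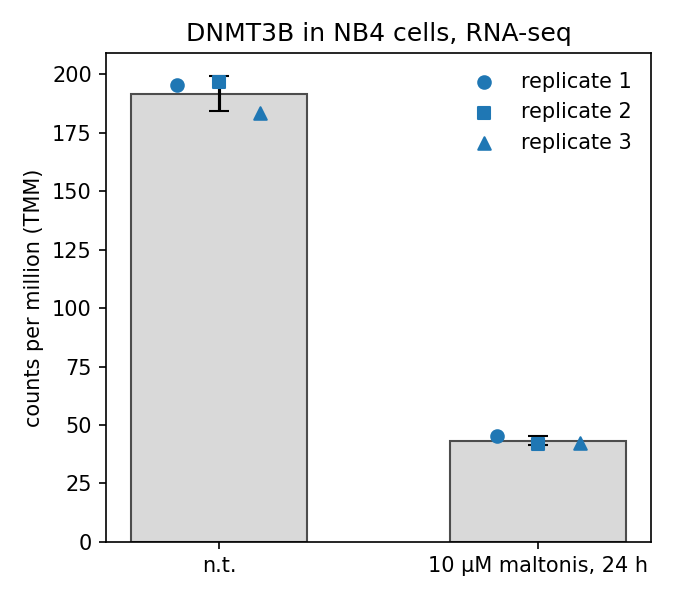
DNMT3B expression in CPM (vertical axis, from 0) in not treated and maltonis-treated NB4 cells (horizontal axis). Bars are means of 3 libraries, error bars the SD and points the single libraries, with means of 192 and 43.3 CPM.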

## Supplementary information

Supplemental Figure S1

Supplemental Figure S2

Supplemental Figure S3

Supplemental Figure S4

Supplemental Figure S5

Supplemental Figure S6

Supplemental Figure S7

Supplemental Figure S8

Supplemental Table Legend

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

## Data Availability

ChIP-seq and RNA-seq data have been deposited with accession number GSE205346 on GEO repository (https://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 1 — Supplemental Figure S1

SUPPL. FIGURE S1

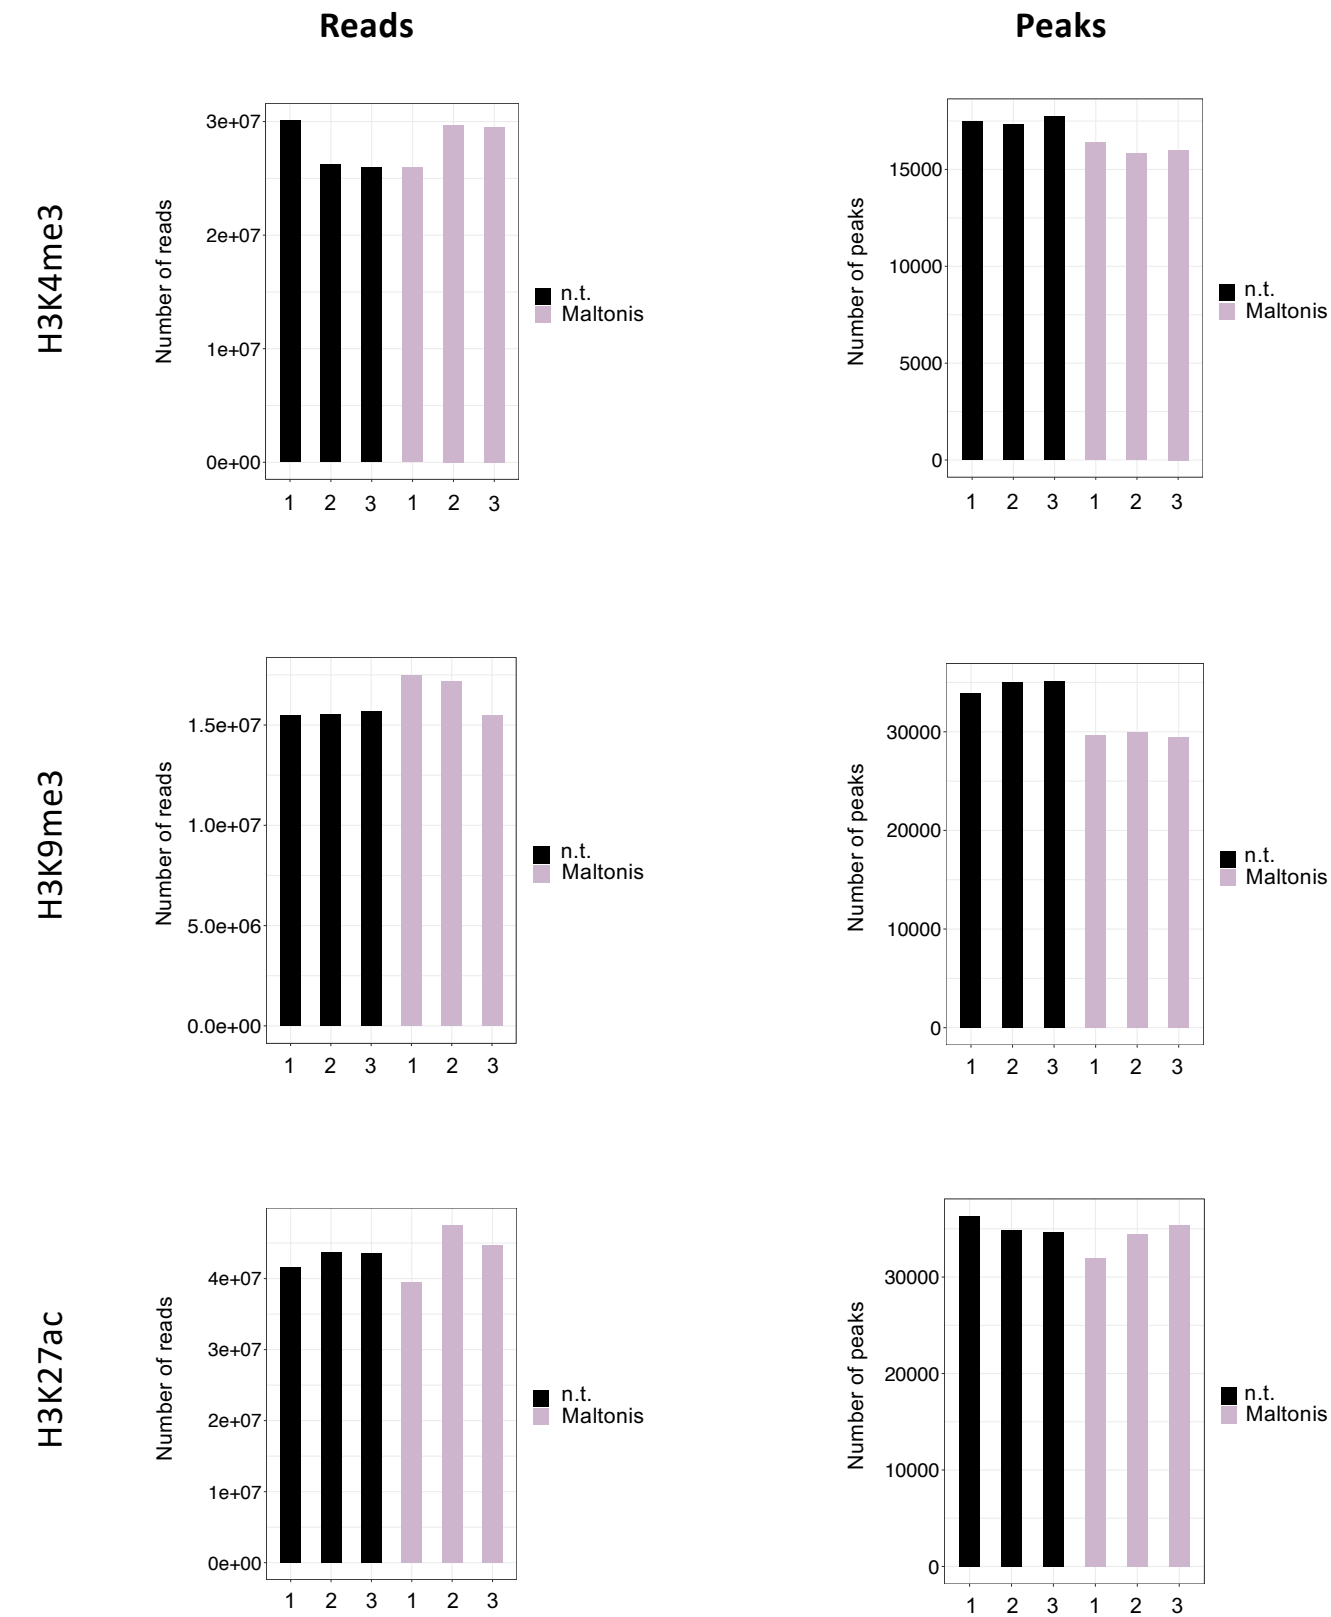

**Supplementary Figure S1. Number of final reads and peaks identified for each histone PTM.** Histograms showing the number of unique and properly paired reads (left) and the number of called peaks (right) for each histone PTM investigated in the study in not treated (n.t. – black bars) and maltonis-treated (lilac bars) NB4 cells (three replicates for each condition). The numbers (1, 2, 3) indicates replicates.

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 2 — Supplemental Figure S2

SUPPL. FIGURE S2

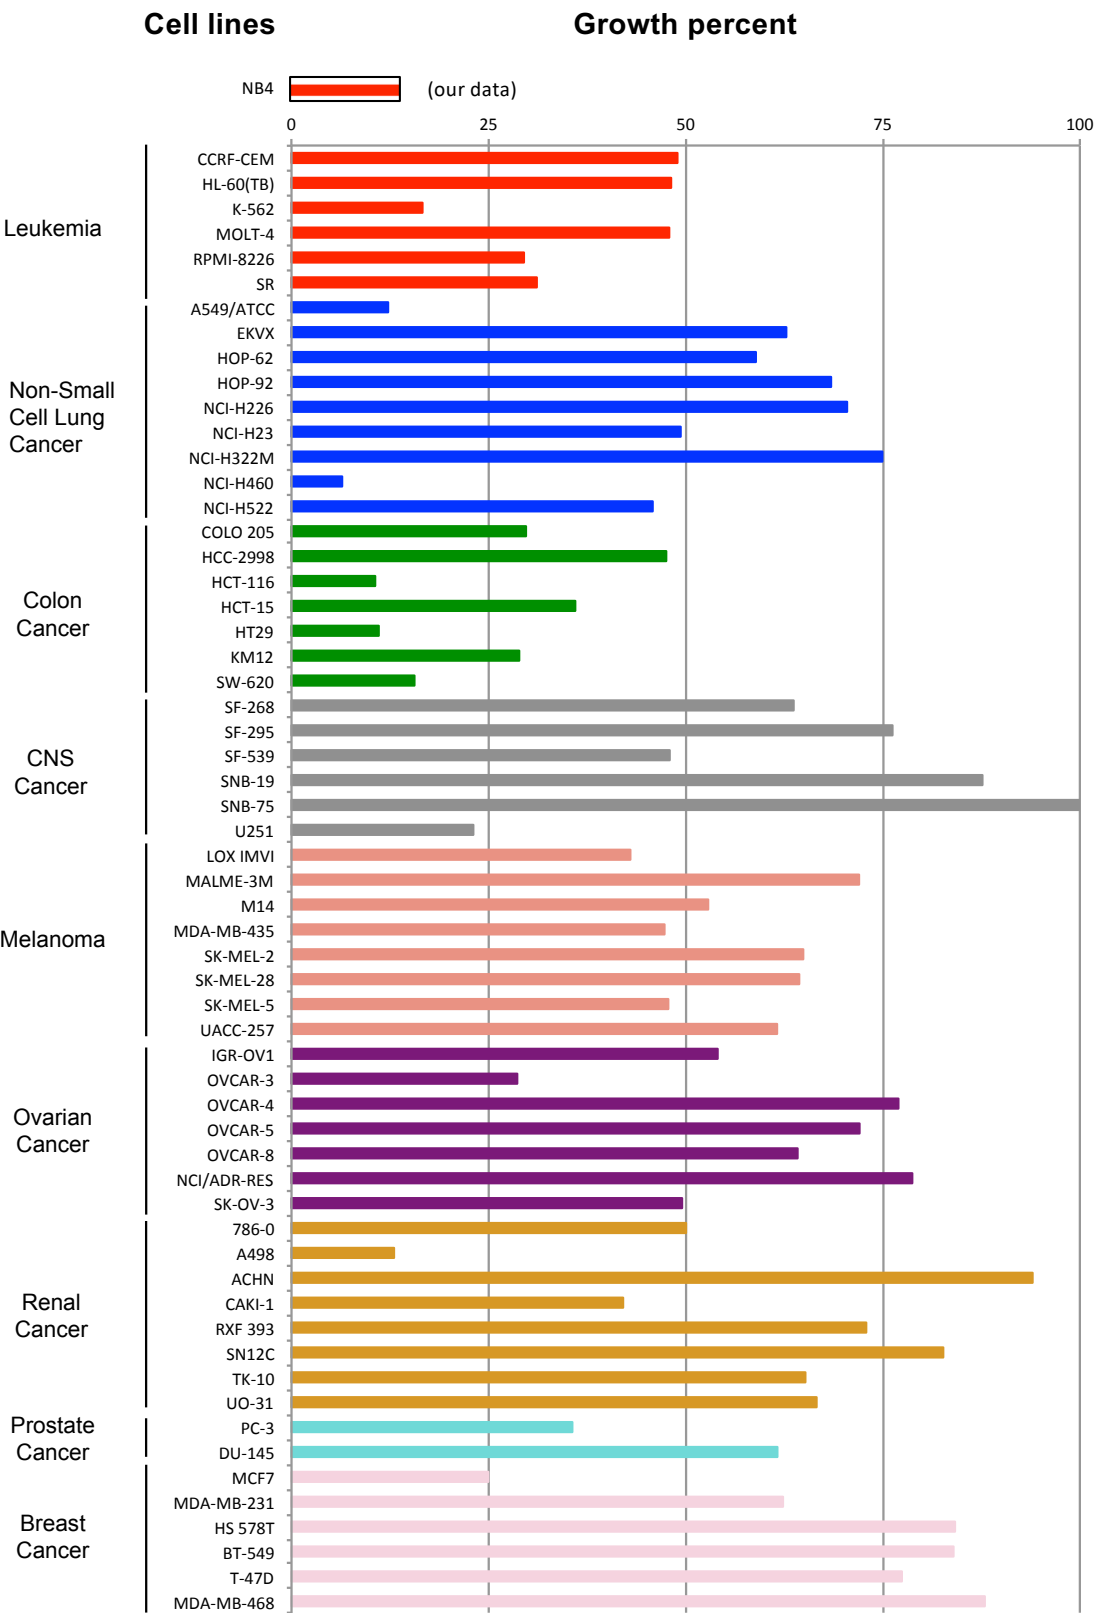

**Supplementary Figure S2. Effect of maltonis on the growth of various cancer cell lines.** Maltonis was selected and tested in the Developmental Therapeutics Program (DTP) of the National Cancer Institute (NCI/NIH). NCI-60 human tumor cell line anti-cancer drug screening is based on the treatment of 60 different cancer cell lines at the concentration of 10  $\mu$ M for 48 hours. Data are reported as percentage of cell growth respect to untreated cells. Analyses were done as described at [http://dtp.cancer.gov/discovery\\_development/nci-60](http://dtp.cancer.gov/discovery_development/nci-60). NB4 cells (APL model) were cultured and treated at the same conditions (our data) used in the NCI-60 protocol and added to the graph.

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 3 — Supplemental Figure S3

## SUPPL. FIGURE S3

**A**

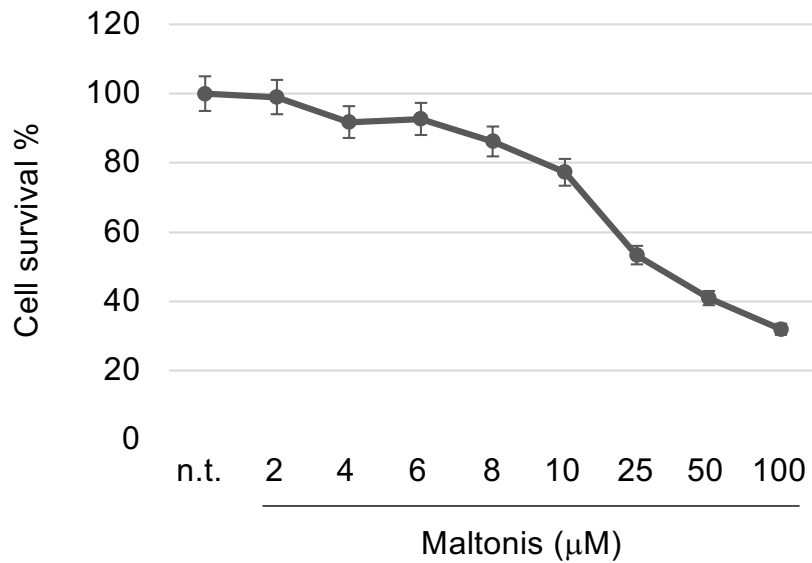

**B**

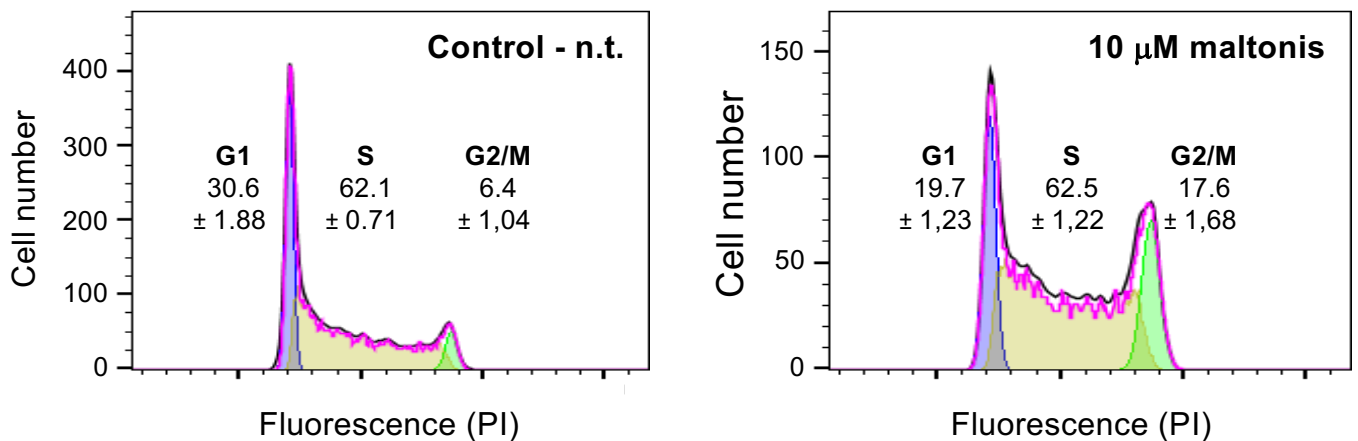

**Supplementary Figure S3. Dose-response and evaluation of cell cycle perturbations induced by maltonis in NB4 cells.** **A.** Cell survival (evaluated by trypan blue exclusion assay using the Cell Drop FL automatic cell counter by Denovix – Wilmington, DE, USA) of NB4 cells after 24 hours of maltonis exposure at the indicated final concentrations. **B.** NB4 cell cycle perturbations induced by maltonis treatment at the final sublethal concentration of 10 μM. Cells were fixed with ice cold 70% ethanol and stained with propidium iodide (PI) staining solution (0.1% Triton X-100, 50 μg/mL PI, 250 μg/mL RNase A in PBS). Samples were acquired using BD Accuri C6 Plus flow cytometer (BD Bioscience, Mountain View, CA, USA). Data were analyzed using FlowJo 10.7 software.

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 4 — Supplemental Figure S4

SUPPL. FIGURE S4

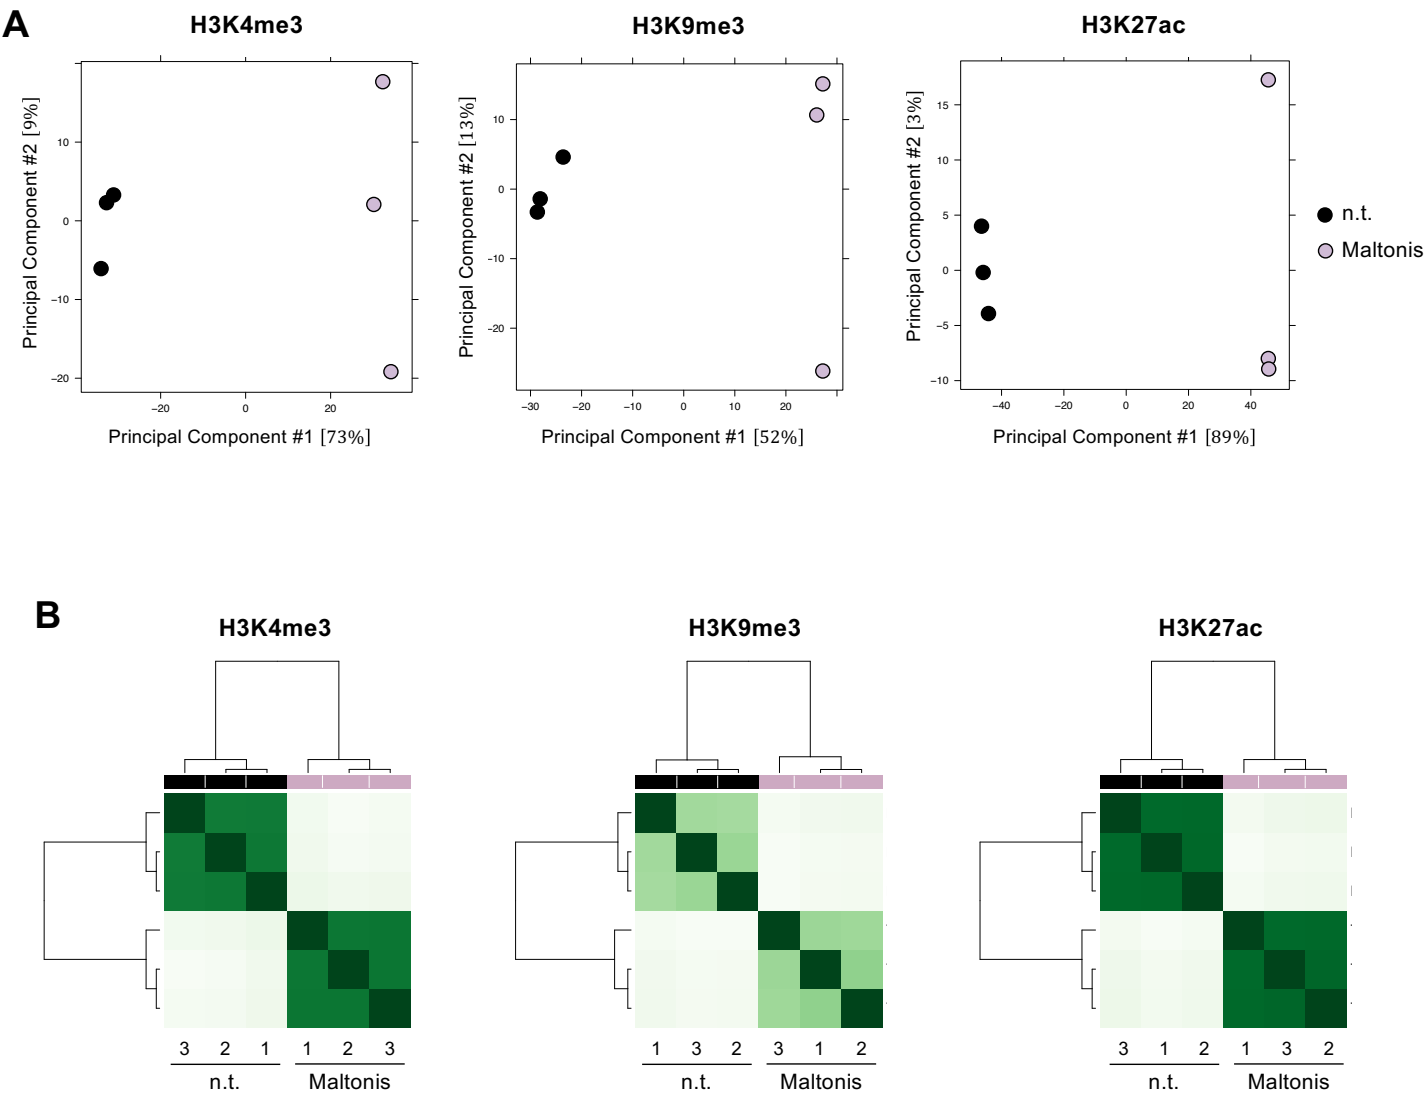

**Supplementary Figure S4. Epigenomic profiling of histone PTMs changes induced by maltonis in NB4 cells.** H3K4me3, H3K9me3 and H3K27ac were investigated genome-wide by ChIP-seq in NB4 cells treated with 10  $\mu$ M maltonis for 24 hours or left untreated. Biological triplicates of each treated and untreated sample have been produced and analyzed. **A.** PCA showing the clustering of treated (maltonis) and untreated (n.t.) cells for the three histone PTMs investigated. **B.** Hierarchical clustering heatmap of each histone PTM investigated.

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 5 — Supplemental Figure S5

SUPPL. FIGURE S5

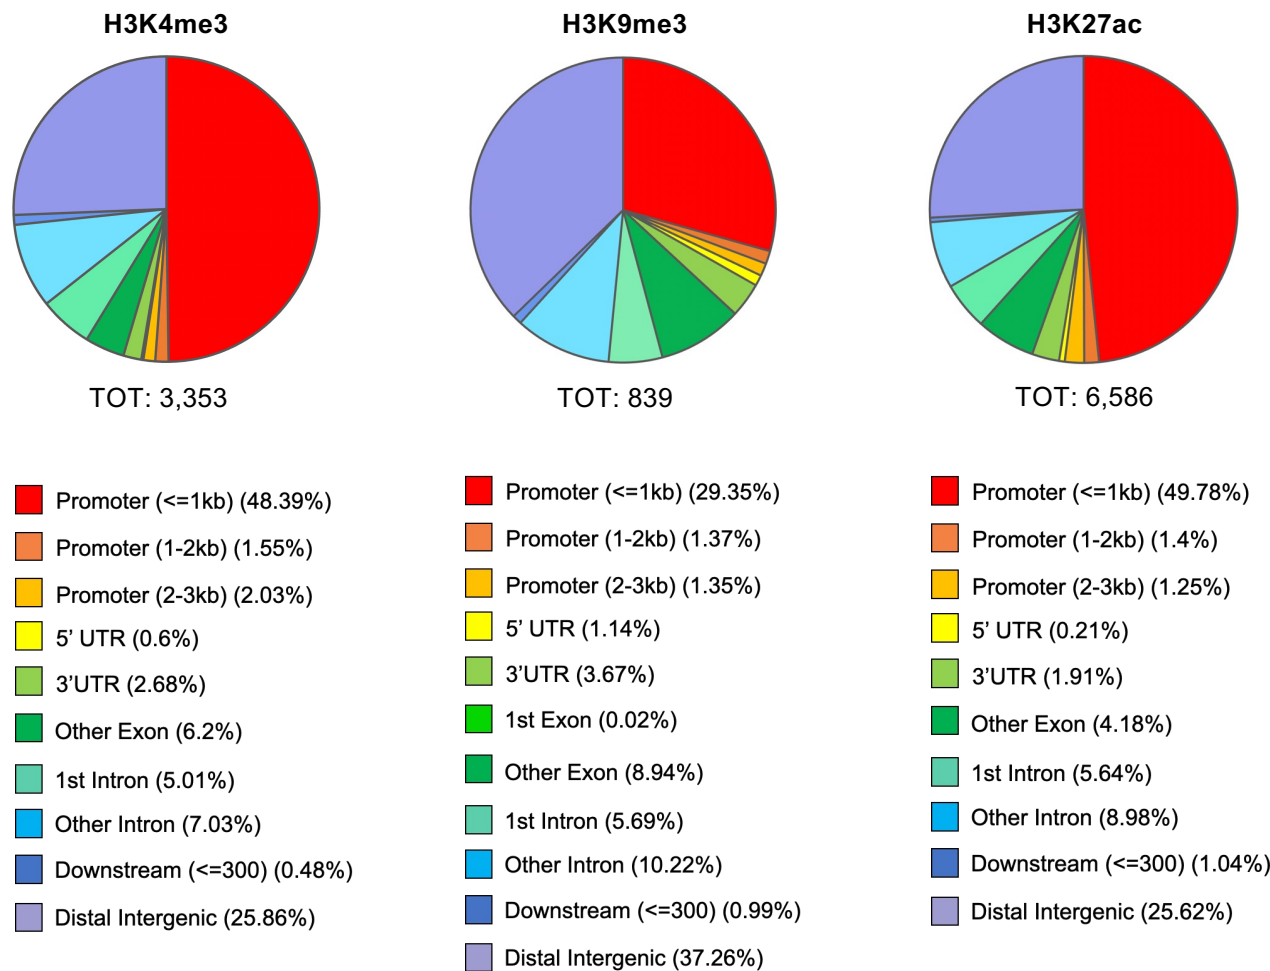

**Supplementary Figure S5. Genomic distribution of histone PTMs changes induced by maltonis in NB4 cells.** Pie charts showing the distribution across genomic features of the peaks regulated by 24 hours of treatments with 10  $\mu$ M of maltonis in NB4 cells.

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 6 — Supplemental Figure S6

SUPPL. FIGURE S6

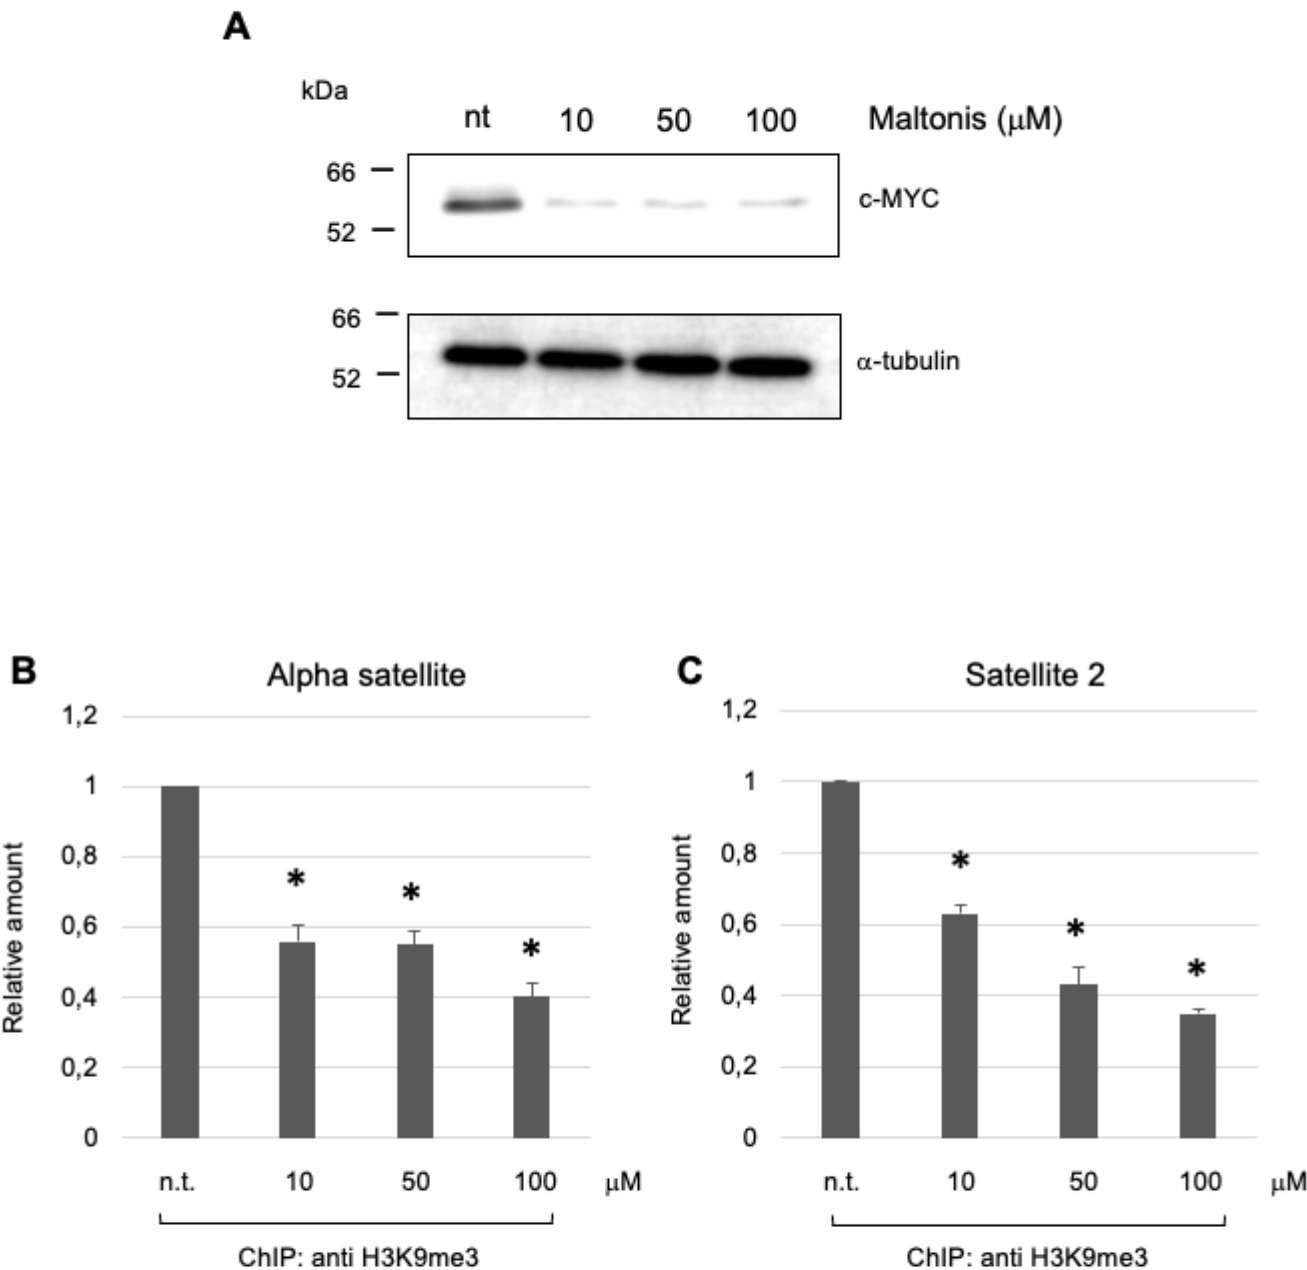

**Supplementary Figure S6. Effects of maltonis on c-MYC protein abundance and evaluation of H3K9me3 enrichment at satellite regions.** **A.** Evaluation of changes induced by maltonis on c-MYC protein abundance. NB4 cells were treated with the reported concentrations of maltonis and total cell lysates were analyzed by western blot. **B-C.** The relative enrichment of H3K9me3 at alpha satellite and satellite 2 repetitive sequences was analysed by Real-time qPCR (primer sequences: F-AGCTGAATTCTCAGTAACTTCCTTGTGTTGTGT and R-AGCTGAATCATTCTGACTAGTTTCTATAGG, for alpha satellite; F-ATGGAAATGAAAGGGGTCATCATCT and R-ATTCGAGTCCATTCGATGATTCCAT for satellite 2) on DNA purified from bound fractions of chromatin immunoselected by ChIP using an anti-H3K9me3 antibody (see “Chromatin immunoprecipitation (ChIP)” paragraph of Material and Methods section for full details). \* The experiment was conducted in triplicate and the statistical significance of each experimental condition, of the two groups, was evaluated using student’s t-test (two-sided), p value < 0.02

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 7 — Supplemental Figure S7

SUPPL. FIGURE S7

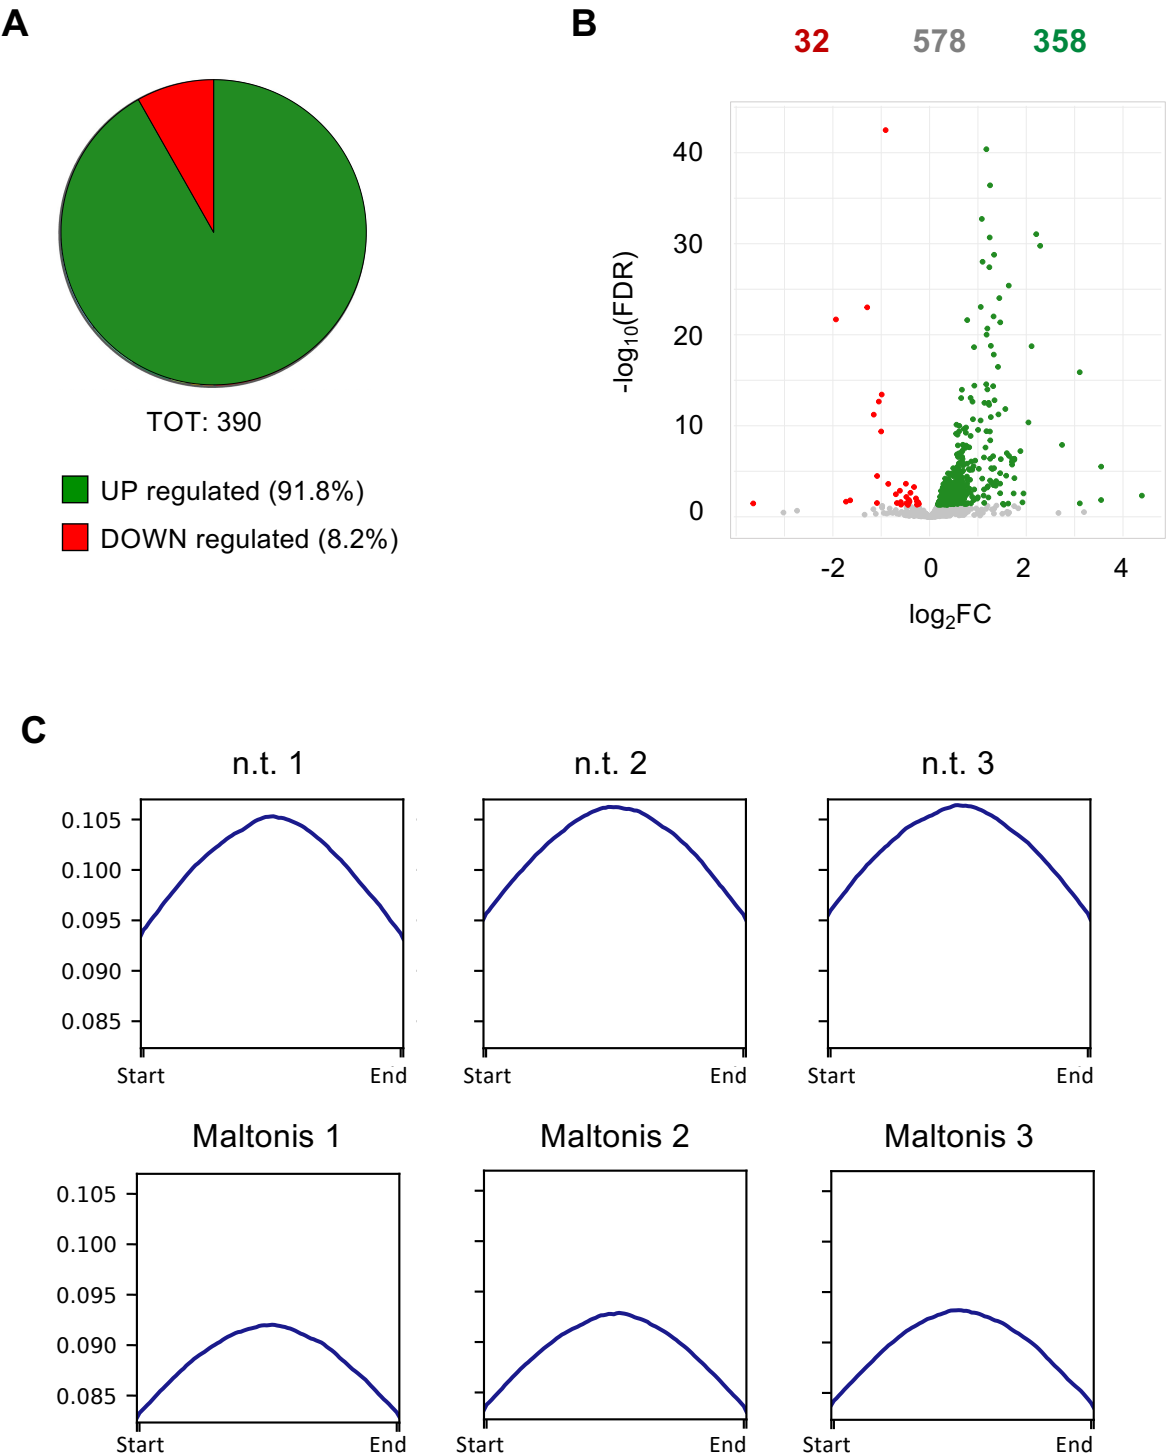

**Supplementary Figure S7. Effect of maltonis treatment on transposable elements (TE).** RNA-seq data were analysed using TETranscript, a package including transposable elements in differential expression analysis of RNA-seq datasets (Jin Y. et al., Bioinformatics 2015; 31(22):3593-9) while H3K9me3 signal across long terminal repeat (LTR) was analysed using ComputeMatrix tools from DeepTools. Long terminal repeats annotations were downloaded from <https://www.repeatmasker.org/species/hg.html>. Missing data were treated as zero. The output of most 20% abundant regions were then plotted using plotHeatmap (DeepTools). **A.** Pie Chart showing the percentage of TE families found to be significantly ( $\text{FDR} \leq 0.05$ ) upregulated (green) and downregulated (red) by maltonis treatment. **B.** Volcano plot of differential expressed TE in consequence of maltonis treatments of NB4 cells. Upregulated TE ( $\text{FDR} \leq 0.05$ ) are shown in green while downregulated TE ( $\text{FDR} \leq 0.05$ ) are shown in red. TE that are not significantly modulated are indicated in grey. **C.** H3K9me3 mean signal across LTR; The numbers (1, 2, 3) indicates replicates.

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 8 — Supplemental Figure S8

## SUPPL. FIGURE S8

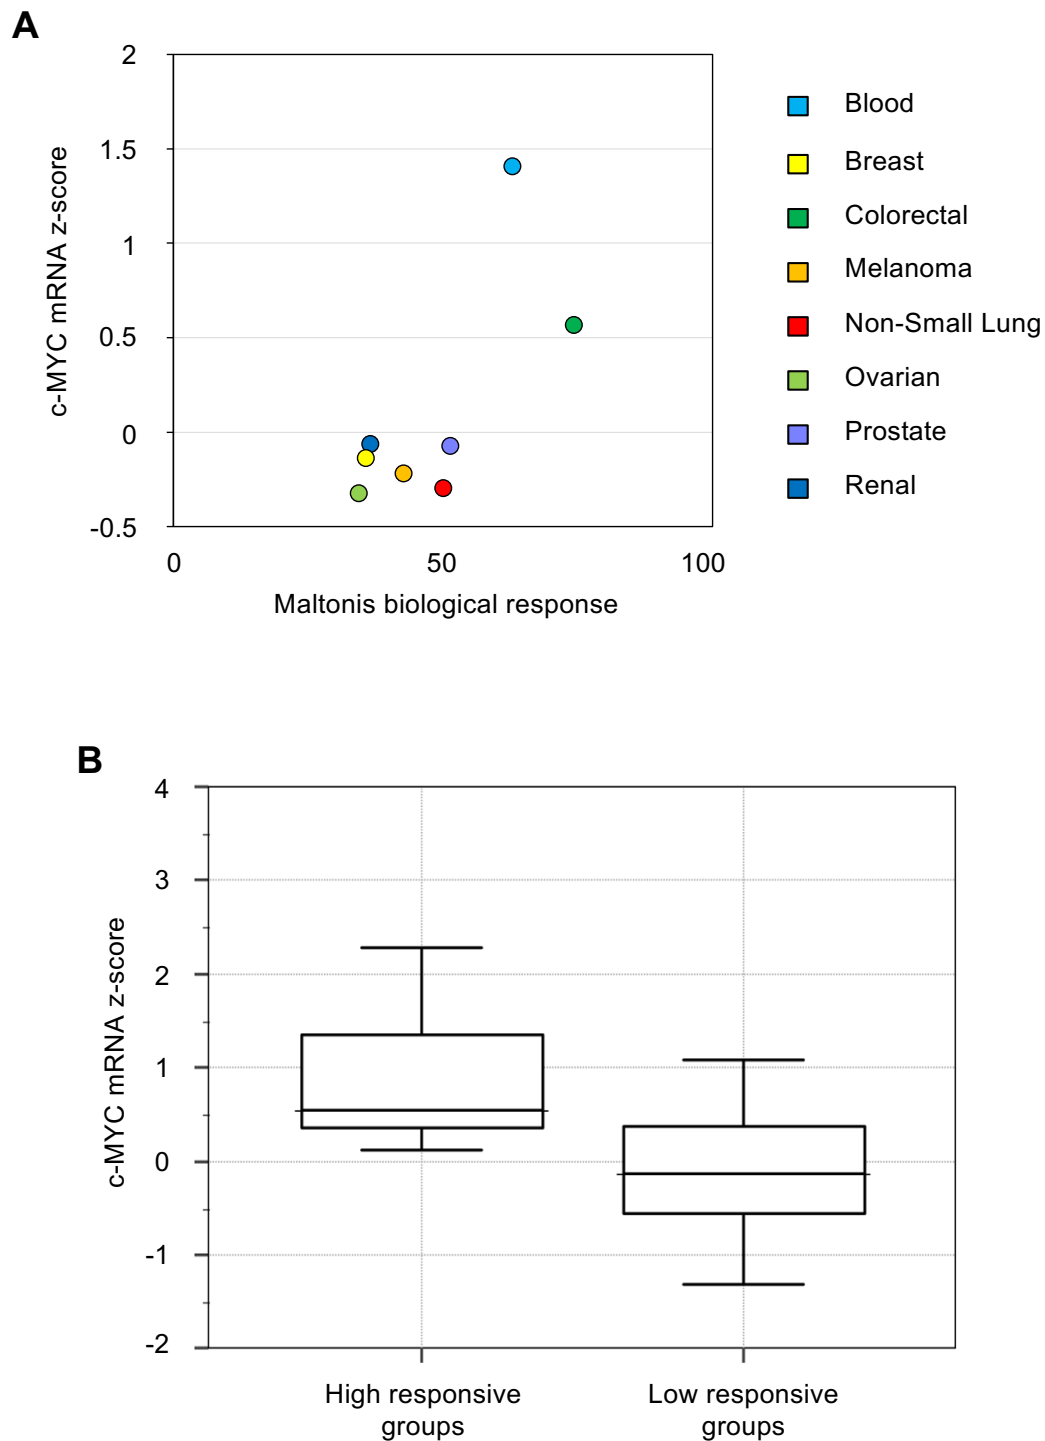

**Supplementary Figure S8. Evaluation of c-MYC expression in function of maltonis effect in the NCI60 cancer cell lines.** **A.** Scatter plot of grouped NCI60 cancer cell lines based on mRNA z-score c-MYC expression from the CBioportal (<https://www.cbioportal.org>) dataset and maltonis effect obtained by the Developmental Therapeutics Program (DTP) of the National Cancer Institute (NCI/NIH). **B.** Boxplot showing grouped cancer cell lines based on mRNA z-score c-MYC expression and maltonis effect (high responsive groups: blood and colorectal cancer cells; low responsive groups: all the other groups). For each box, median are represented with a line across the box. The statistical significance of the difference between the two groups was evaluated using the student's t-test (comparison of means),  $p$  value  $< 0.0001$ . Statistical analyses were performed using MedCalc for Windows, version 19.4 (MedCalc Software, Ostend, Belgium).

# Supplementary material for: Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation
**Source:** Cancer Gene Ther. 2022 Dec 19;30(5):671–82. doi: 10.1038/s41417-022-00576-w
**Supplement:** Supplementary file 9 — Supplemental Table Legend

## Supplemental Tables

Supplemental Tables are available as separate files.

**Table S1. Light/Heavy (L/H) ratios of %RA from histone PTMs mass spectrometry analysis.**

**Table S2. List of genes found regulated by maltonis treatment in NB4 cells by RNA-seq analysis.**

FC: fold change; FDR: false discovery rate; RPKM: Reads Per Kilobase of transcript per Million reads mapped; Ctrl: untreated sample; Treat: maltonis-treated sample. Upregulated and downregulated genes are highlighted in green and red, respectively.

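Supplementary Table S2 gives for each of the paper’s 839 regulated genes, 288 up and 551 down, a fold change, an FDR and an RPKM in untreated and treated cells. All 839 were among the genes tested here from the deposited counts, and 835 of them passed the FDR and fold-change criteria. Of the 209 genes upregulated here, 199 are listed in the table as upregulated, and 399 of the 404 downregulated genes are listed as downregulated. The recomputed log2 fold changes differed from those of the table by 0.05 at most, with a median difference of 0.01. The RPKM criterion depends on the gene length used, and 12 of the 839 genes had no length here.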

**Table S3. List of genes showing H3K4me3 modulation upon maltonis treatment in NB4 cells identified by ChIP-seq analysis.**

FC: fold change; FDR: false discovery rate; Conc:  $\log_2$ (Trimmed Mean of M-values); Ctrl: untreated sample; Treat: maltonis-treated sample. Upregulated and downregulated genes are highlighted in green and red, respectively.

**Table S4. List of genes showing H3K9me3 modulation upon maltonis treatment in NB4 cells identified by ChIP-seq analysis.**

FC: fold change; FDR: false discovery rate; Conc:  $\log_2$ (Trimmed Mean of M-values); Ctrl: untreated sample; Treat: maltonis-treated sample. Upregulated and downregulated genes are highlighted in green and red, respectively.

**Table S5. List of genes showing H3K27ac modulation upon maltonis treatment in NB4 cells identified by ChIP-seq analysis.**

FC: fold change; FDR: false discovery rate; Conc:  $\log_2$ (Trimmed Mean of M-values); Ctrl: untreated sample; Treat: maltonis-treated sample. Upregulated and downregulated genes are highlighted in green and red, respectively.

**Table S6. List of transposable elements (TE) found regulated by maltonis treatment in NB4 cells.**

Name: Name of the TE family;  $\log_2$ (FC):  $\log_2$  fold change between the groups; FDR: false discovery rate.

How the deposited data were processed for this re-analysis (not part of the article)

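RNA was sequenced from NB4 cells left without treatment or treated with 10 µM maltonis for 24 h, with 3 libraries per group. The authors deposited 1 table of counts per library, made with HTSeq, in which each whole number is the count of reads on a gene symbol, without normalization. The aligner, the genome build, the annotation and whether counting used the strand are not named in the paper’s text, which refers to an earlier report for these steps. Paralogs, overlapping genes and antisense genes are therefore uncertain where the counting could have split or shared their reads. The lists of genes with changed histone marks are the paper’s own supplementary tables, whose titles do not restrict them to promoters. The ChIP-seq, transposable element and mass spectrometry data were not analysed here.

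The 6 libraries held between 18492154 and 38205483 counts, and 3 counts correspond to 0.0785 CPM in the deepest and 0.162 CPM in the shallowest. Replicate libraries were compared pairwise before averaging: the chi-square statistic per degree of freedom lay between 4.15 and 33.1 over 13464 to 13987 genes, so that none differed by as little as sampling noise and each was counted as its own sample. Replicate numbers come from the labels of the deposited libraries and were used as a block. The labels do not say that same-numbered libraries were cultured together, and the correlation of their deviations was 0.301, 0.085 and 0.161 for replicates 1, 2 and 3. The batches A and B come from a code in the names of the deposited libraries, whose meaning is not stated.

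Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM scaling, filterByExpr and the quasi-likelihood test of all 6 libraries without covariates, and Benjamini-Hochberg adjustment over the 13209 genes tested. All adjusted p-values of single genes come from edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named. Up- and downregulated genes had an FDR under 0.01, a log2 fold change beyond 1.32 in size and an RPKM above 10 in the group with the higher expression, after the paper’s criteria. Gene lengths are the summed length of all annotated exons in GENCODE version 29 and were found for 21803 of 23368 symbols, 20317 by current symbol and 1486 by a synonym, while 1565 had none. Counts of genes under another choice of length, the exons linked to RefSeq, had been seen before the length used here was settled on, and that choice follows the wording of the design written earlier, although RefSeq-linked lengths come closer to the RPKM values of Supplementary Table S2. The median log2 ratio of the table’s RPKM to the recomputed one was 0.63 with all exons, 0.01 with RefSeq-linked exons and 0.08 with exons of the basic set.

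Gene lists were tested with the camera function of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over 9 lists, and each median was ranked among 10000 random lists of the same size drawn within 20 bins of mean expression. The lists were written by hand before the counts were seen, but after parts of Supplementary Table S2 had been read, in which IFIT1, IFIT2, IFIT3, IFIT5, IRF7, IRF9, IFI6, ISG15, IFIH1, IFITM2, MYC, DNMT3B, ELANE, MT1X and MT1G appear. Overlaps of the RNA calls with the lists of histone marks were tested with the two-sided Fisher’s exact test over 5543 genes with an RPKM above 10 in either group. The sample comparison removed the 25% of symbols with the lowest mean, kept the 10% most variable of the rest on log2(CPM + 1), and used Z-scores. Single genes named in the text are MYC and DNMT3B, which the paper names for their RNA change, the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap, and members of the reported lists. IFNB1, SLC30A1, SLC39A10 and TFRC fall outside this rule: IFNB1 was chosen after its values were seen, and the other genes after the fall of the metallothionein genes was seen but before their own values were.

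The samples, the designs of the tests, the rule for named genes and most alternatives were fixed before the data were examined. Alternatives covered the scaling (DESeq2 size factors, total counts, upper quartile), the test (DESeq2 1.42.0, edgeR’s likelihood ratio test), the filter on low counts, the replicate block, the batch, each library left out in turn, the expression criterion, the tests of gene lists and the steps of the sample comparison. The RefSeq-linked and basic-set lengths, the fit of batch B alone, and the alternatives of the second component and of the distance ratio were chosen after seeing the data. The tests were first run on simulated counts with known changes: edgeR’s quasi-likelihood test recovered 183 of 189 changed genes (96.8%) among 12664, and a list of 50 unchanged genes had an adjusted p-value of 0.232 from camera. All changed genes moved by 2 on the log2 scale, and genes were drawn independently and without a batch. Far more genes changed in the real data, so this run does not test the scaling or the inter-gene correlation there. The median of that unchanged list lay at percentile 1.68 of random lists, so the percentile of a gene list is given as a rank and not as a test. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 was used for the remaining steps and plots.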

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

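Apart from the comparison of batches for the noncoding genes, all tests here were chosen only after the result was seen.

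IFNB1, which encodes interferon beta and which the paper does not discuss, had a signal above that of the not treated libraries. It had 3, 3 and 3 counts in not treated replicates 1, 2 and 3, which is the floor, and 19, 17 and 14 counts in the maltonis-treated ones. The lowest estimate over the scalings and the model with the batch was 5.72-fold higher with maltonis, a fitted value and not a lower bound. IFNB1 stood at 0.497 to 0.981 CPM in the 3 maltonis-treated libraries and at 0.0828 to 0.160 CPM in the 3 not treated ones. With TMM scaling and no batch in the model, its adjusted p was 0.00102 from edgeR’s quasi-likelihood test with Benjamini-Hochberg adjustment. Reads from DNA would raise other intronless genes too: the other 7 intronless interferon genes summed to 0, 4 and 5 counts without and 3, 10 and 13 counts with maltonis, a gain of 2.43 counts per gene against 41 for IFNB1, so a small contribution of DNA is not excluded. The lowest log2 fold change over the scalings was 2.56 and that with the batch in the model 2.515, both against libraries at the floor. RNA from other cells was not tested, and with at most 19 counts per library the size of the change is uncertain. Transcription of IFNB1 during the treatment is a candidate explanation and remains a hypothesis.

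Long intergenic noncoding genes, a class the paper does not discuss in its RNA-seq results, were higher with maltonis. The median log2 fold change of the 77 tested was 0.956, with 46 higher and 13 lower at an FDR under 0.01, against −0.02 for protein-coding genes. A low expression level alone gave smaller medians: the median lay at percentile 100 of lists of protein-coding genes with the same mean expression, whose medians ranged from −0.21 to 0.46 (95% of lists). In a linear model with GC content, length and mean level over 12209 genes, the noncoding term was 0.642 on the log2 scale (95% interval 0.36 to 0.92, across genes that are not independent). The lowest median over the scalings was 0.953, and the lower of the batch medians, in batch A, was 0.684 (0.96 in batch B). Only 3 of the 77 had no annotated gene within 10 kb, and their median was −0.487. That goes the way reads from neighbouring genes would, and 3 genes are too few to settle it. The rise therefore cannot be told apart from reads that belong to neighbouring genes, and it is not called biological here.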

How the results depend on the processing

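The alternatives of exon length, of batch B alone, of the second component and of the distance ratio were chosen only after the data were seen. Over all results and alternatives, 443 values kept their direction and side of the threshold or stayed within the replicate spread or 1.5 times the count, while 19 moved, 12 reversed, 7 became stronger and 3 weaker; the cause was not tested for any of these. MYC and DNMT3B kept direction and significance under all their alternatives. So did the 10 other named genes, which had the largest changes among the called genes only, in 156 of 156 values.

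Without an expression criterion, 1316 genes were upregulated and 1369 downregulated, against 209 and 404; with CPM above 10 in place of RPKM, 491 and 886; and with FDR and RPKM alone, 1626 and 2072. Across the 6 fits that each left out one library, from 192 to 213 genes were upregulated and from 405 to 424 downregulated. Scaling by total counts gave 260 and 331 and by the upper quartile 249 and 351, so that upregulated genes were 43.99% and 41.5% of the calls against 34.1% with TMM. The median log2 fold change of all genes was 0.13 and 0.10 under these scalings, against 0.01. RefSeq-linked lengths gave 266 and 515 genes, and basic-set lengths 249 and 496. The replicate block gave 211 and 403, with a mean correlation of 0.183 between same-numbered libraries.

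The odds ratio of genes listed with H3K9me3 enrichment lay on the other side of 1.00 under several settings. With downregulated genes it was 1.02 under total counts and 1.00 with CPM above 10. For upregulated genes it was 1.24 under total counts, 1.20 under the upper quartile and 1.01 with CPM above 10. With upregulated genes it was 1.36 when the fold-change criterion was left out (Fisher’s exact test, p = 0.0263, range over alternatives 0.0263 to 1.00), and from 0.728 to 1.11 across the fits that each left out one library. The overlaps of H3K4me3 and H3K27ac kept their direction and significance under all 21 alternatives.

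The interferon gamma list passed the 0.05 threshold with genes ranked by edgeR’s likelihood ratio test (median 0.90, adjusted p = 0.0368), without the filter on low counts (median 0.89, adjusted p = 0.0300), under fry (median 0.90, adjusted p = 0.000128) and without each not treated replicate in turn; its adjusted p ranged from 0.000128 to 0.271. Its median lay between 0.86 and 0.92 across the fits that left out one library, and between 0.67 and 1.01 over all alternatives. Every list passed fry, which does not set a list against other genes. The G2/M list was past the threshold only under fry (median 0.0114, adjusted p = 0.00638, range 0.00638 to 0.952), and its median lay between −0.0158 and 0.0125 across the fits that left out one library. Under total counts it was 0.13, with 15 genes higher and 10 lower, and under the upper quartile 0.10, with 13 higher and 10 lower, against 13 higher and 14 lower with TMM; these shifts are as large as those of the median of all genes. With the correlation between genes estimated for each list, the interferon-stimulated (median 2.31), MYC nucleolar (median −0.65) and MYC growth (median −0.57) lists were no longer past the threshold by camera, at adjusted p-values of 0.0964, 0.0964 and 0.271 within ranges of 7.62e-36 to 0.0964, 2.45e-11 to 0.0964 and 2.52e-10 to 0.271.

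The first component held 97.6% without scaling genes to unit variance, 63.7% with all expressed symbols, 94.4% with an offset of 0.1 and 85.8% without a log, and from 96.5% to 98.3% across the fits that left out one library. The second held 14.6% with all expressed symbols and 9.58% without a log, and from 1.08% to 2.54% with one library left out. The distance ratio was 1.46, 1.98 and from 4.63 to 6.504 in the same settings, and the tree split by treatment in each. Depth limits genes near the floor of 3 counts, such as ELANE without and COQ3 with maltonis.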

Differences from the paper's values

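Alternatives of the second component and of exon length were chosen only after the values were seen.

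The second principal component held 1.97% of the variance, against the paper’s 3.38%. With an offset of 0.1 the share was 2.37%, without maltonis replicate 2 it was 2.54%, without not treated replicate 2 it was 2.32% and without maltonis replicate 3 it was 2.29%, which are within 1.5 times the paper’s value; the other alternatives are not, and all alternatives of this share were chosen after seeing the values.

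Genes with an H3K27ac-depleted promoter that were downregulated numbered 62, against the paper’s about 140 in Fig. 5A, read by eye. Of the alternatives set before the data were examined, only CPM above 10 in place of RPKM, with 188 genes, is within 1.5 times that value; without an expression criterion there were 324, with FDR and RPKM alone 78, and under the others set before the data were examined between 58 and 63. RefSeq-linked and basic-set lengths, chosen after seeing the values, gave 88 and 83. The paper’s own Supplementary Tables S2 and S5 share 93 such genes.

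The paper states that the G2M checkpoint gene set was downregulated. The hand-written list of 50 G2/M genes is not that set, so it does not test the same genes. Its median log2 fold change was 0.01 and its adjusted p-value 0.864 by camera. Only fry, which every list passed, called it, with an adjusted p-value of 0.00638 in the downward direction (range over alternatives 0.00638 to 0.952).

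The paper states that the interferon gamma response was activated. The hand-written list is not the hallmark set of the paper: it holds only genes that respond preferentially to interferon gamma. It therefore does not test the same genes. Its median was 0.90 and its adjusted p-value 0.0656 by camera. The list was past 0.05 with edgeR’s likelihood ratio test (0.0368), without the filter on low counts (0.0300) and without not treated replicate 1 (0.0391), 2 (0.0468) or 3 (0.0451). It was also past 0.05 with fry (0.000128), which every list passed. The range over alternatives was 0.000128 to 0.271.

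The paper’s Supplementary Table S2 lists 288 upregulated and 551 downregulated genes, of which 199 and 399 were called here. The median FDR of the table is −60.1 on the log10 scale, and that of edgeR’s quasi-likelihood test for the same genes was −6.50. For MYC, edgeR’s likelihood ratio test gave an adjusted p-value of 3.08e-75 and DESeq2 8.72e-95, within a range over alternatives of 8.72e-95 to 8.55e-06.

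The paper states that most upregulated genes have more H3K4me3 and H3K27ac at their promoters. Of the 209 upregulated genes here, 29.7% had an H3K4me3-enriched and 33.0% an H3K27ac-enriched promoter in the paper’s lists, and 45.5% either.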

Other observations

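The comparisons with other splits, the tests of the number of symbols with counts, and the paralog and batch tests of the metallothionein genes were chosen only after the result was seen.

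The 6 libraries can be split into groups of 3 in 10 ways, so no share of splits can be under 0.1, and none of the counts of splits can tell a result from other groupings by itself. The real split alone, 1 of 10, gave as many up- and downregulated genes, and as many genes in each overlap with the H3K4me3, H3K27ac and H3K9me3 lists. The overlaps follow from the number of genes called. It was also the only 1 of 10 with as small a camera p-value for the interferon-stimulated, interferon gamma, MYC nucleolar, metallothionein and hypoxia lists. As small a p-value came up in 4 of 10 splits for the MYC growth list, 3 for the p53 target list, 5 for the granule protein list and 10 for the G2/M list. Of the 4 splits that part all 3 same-numbered pairs, as the real one does, 2 gave as small a p-value for the MYC growth, p53 target and granule lists and 4 for the G2/M list; the other 6 splits part 1 pair each. The other splits called 0 genes, yet many of their camera p-values were small. On the −log10 scale, these ran from 3.98 to 7.20 for the interferon-stimulated list and from 3.75 to 6.98 for the MYC nucleolar list. For the MYC growth list, the largest was 10.5, against 7.50 in the real split. The camera test sets the list against all other genes, and a split that mixes the groups keeps part of the real difference. A small camera p-value therefore does not by itself mark the treatment.

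The hand-written hypoxia list had a median log2 fold change of −0.52 (camera, adjusted p = 0.0656, 12 of 22 genes lower and 4 higher), the p53 target list 0.71 (adjusted p = 0.179, 14 of 22 genes higher and 7 lower) and the granule protein list 0.50 (adjusted p = 0.179, 4 of 7 genes higher and 2 lower). Among the p53 targets, CDKN1A had the lowest log2 fold change, −3.73, and TP53INP1 the highest, 3.38; the lower granule genes were MPO and CEBPE, at −0.98 and −0.95. None of the 3 passed 0.05 in this test. Every list passed fry, which does not set a list against other genes and gave these 3 adjusted p-values of 2.22e-06, 0.000161 and 9.90e-05. The hypoxia list also passed without the filter on low counts (0.0187) and without not treated replicate 1 (0.0499) or 2 (0.0474), and the granule list with DESeq2 (0.0424) and edgeR’s likelihood ratio test (0.0240). Over the alternatives, the adjusted p-values of the hypoxia, p53 target and granule lists ranged from 2.22e-06 to 0.246, 0.000161 to 0.283 and 9.90e-05 to 0.754. With the replicate block, their medians were −0.53, 0.71 and 0.49. The granule list changed direction, to a median of −0.24, when the genes listed in Supplementary Table S2 were left out. That setting takes away genes called as changed from these same libraries, here ELANE, CTSG and DEFA4, and left 4 genes. In that setting the hypoxia median shrank to −0.15 (camera, adjusted p = 0.246), while the p53 target median was 0.76.

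More gene symbols had counts with maltonis. With all libraries drawn down to 18492154 counts, the expected number was between 15859.5 and 15904 in maltonis-treated and between 15101 and 15173 in not treated libraries, a gap of 686.4 symbols between the nearest libraries, so library size does not account for it. After removing the 100 most abundant genes the gap was 697.5, so a few genes taking most of the counts do not either. Symbols with counts in all 3 libraries of one group and in none of the other numbered 207 for maltonis and 40 for not treated cells. Reads from other RNA or from DNA were not tested, so the pattern cannot be told apart from these.

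Metallothionein genes fell with maltonis: all 5 tested of 10 listed were lower (camera, adjusted p = 0.00353). MT1X and MT1G had been read in Supplementary Table S2 before the list was written, and 4 of the 5 are in that table. The p-value of the list is therefore not independent support. MT1G was at least 41.5-fold lower and MT1E at least 19.1-fold lower, and reads shared between these similar genes would not change their sum. Summed over the family and scaled by total counts alone, expression was 80.1, 68.5 and 67.3 CPM without and 5.73, 4.59 and 5.08 CPM with maltonis, a log2 ratio of −3.81, and in the batch with the smaller fall −3.805. With the correlation between genes estimated for each list, the camera adjusted p was 0.0964, within a range over alternatives of 7.35e-07 to 0.0964. It was 0.0800 with at least 10 counts in every library, a filter that kept only 2 of the genes. MT1E, MT1G and MT1X, at 0 to 12 counts with maltonis, were removed by their own fall, so this value cannot weigh the fall of all 5. A candidate explanation is less zinc in the cells. That would lower the zinc exporter SLC30A1 and raise the importer SLC39A10, and their log2 fold changes were −2.16 and 0.80 in 3 of 3 libraries each. Less iron would raise TFRC, whose log2 fold change was −0.588. No metal was measured, and other regulators of these genes were not tested, so this remains a hypothesis.

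Genes that fall may do so together with the gene across a shared divergent promoter. Of the 657 genes that fell more than 4-fold, 34 had a tested partner whose start lies within 1 kb on the other strand, in an annotation that may differ from the one used for counting. The partners had a median log2 fold change of −0.981, with 24 lower and 1 higher at an FDR under 0.01, against −0.17 to 0.43 for random sets of genes with such a partner (95% of 10000 sets). This is the direction that a loss of a shared promoter predicts, and remains a hypothesis, since partners can be among the 657 themselves. It is also not stated whether counting used the strand, so that reads of overlapping transcripts were not ruled out. The shared promoter was not the only relation between neighbours looked at. Transcription running on from a neighbouring gene had been explored before it, without a positive result.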
